# Spatial Segregation of BMP/Smad Signaling Affects Osteoblast Differentiation in C2C12 Cells

**DOI:** 10.1371/journal.pone.0025163

**Published:** 2011-10-05

**Authors:** Eva Heining, Raghu Bhushan, Pia Paarmann, Yoav I. Henis, Petra Knaus

## Abstract

**Background:**

Bone morphogenetic proteins (BMPs) are involved in a plethora of cellular processes in embryonic development and adult tissue homeostasis. Signaling specificity is achieved by dynamic processes involving BMP receptor oligomerization and endocytosis. This allows for spatiotemporal control of Smad dependent and non-Smad pathways. In this study, we investigate the spatiotemporal regulation within the BMP-induced Smad transcriptional pathway.

**Methodology/Principal Findings:**

Here we discriminate between Smad signaling events that are dynamin-dependent (i.e., require an intact endocytic pathway) and dynamin-independent. Inhibition of dynamin-dependent endocytosis in fluorescence microscopy and fractionation studies revealed a delay in Smad1/5/8 phosphorylation and nuclear translocation after BMP-2 stimulation of C2C12 cells. Using whole genome microarray and qPCR analysis, we identified two classes of BMP-2 induced genes that are differentially affected by inhibition of endocytosis. Thus, BMP-2 induced gene expression of *Id1*, *Id3*, *Dlx2* and *Hey1* is endocytosis-dependent, whereas BMP-2 induced expression of *Id2*, *Dlx3*, *Zbtb2* and *Krt16* is endocytosis-independent. Furthermore, we demonstrate that short term inhibition of endocytosis interferes with osteoblast differentiation as measured by alkaline phosphatase (ALP) production and qPCR analysis of osteoblast marker gene expression.

**Conclusions/Significance:**

Our study demonstrates that dynamin-dependent endocytosis is crucial for the concise spatial activation of the BMP-2 induced signaling cascade. Inhibition of endocytic processes during BMP-2 stimulation leads to altered Smad1/5/8 signaling kinetics and results in differential target gene expression. We show that interfering with the BMP-2 induced transcriptional network by endocytosis inhibition results in an attenuation of osteoblast differentiation. This implies that selective sensitivity of gene expression to endocytosis provides an additional mechanism for the cell to respond to BMP in a context specific manner. Moreover, we suggest a novel Smad dependent signal cascade induced by BMP-2, which does not require endocytosis.

## Introduction

Bone morphogenetic proteins (BMPs) are members of the transforming growth factor-β (TGF-β) superfamily and elicit important roles in proliferation, embryonic development, differentiation and tissue regeneration [1], [2]. Urist and co-workers first identified BMPs as potent inducers of ectopic bone formation [3], [4]. Accordingly, these cytokines were shown to posses the potential to convert mesenchymal cells into osteoblasts or chondroblasts [5].

BMPs signal *via* two transmembrane serine/threonine kinase receptors, the BMP receptors type I (BMPRIa, BMPRIb, Alk2) and the BMP receptor type II (BMPRII, ActRII and ActRIIB). BMP receptors form homomeric and heteromeric complexes that exist in distinct membrane areas and are differently modulated by their ligands. BMP-2 binds to preformed heterocomplexes (PFCs) of BMPRI and BMPRII, initiating Smad-dependent signaling. In contrast, ligand binding to the high affinity receptor BMPRI induces the formation of heteromeric BMP-induced signaling complexes (BISCs), which regulate non-Smad signaling. Signaling *via* BISCs activates the mitogen-activated protein kinase (MAPK) signaling cascade, leading to induction of alkaline phosphatase (ALP) expression [6]. The Smad pathway is initiated by phosphorylation of regulatory Smads (Smad1/5/8), which subsequently associate with the common mediator Smad (Smad4), translocate into the nucleus, and regulate transcription of specific BMP target genes by recruiting additional activators or repressors [7].

Diseases ranging from skeletal diseases, vascular diseases, tissue dystrophies to cancer are caused by malfunctions of BMP signaling pathways. This highlights the importance of fine-tuning the BMP signaling responses. Extracellular antagonists such as Noggin control binding of the ligand to the receptor complexes [8]. Co-receptors like Ror2 and DRAGON or cytoplasmic co-regulators like inhibitory Smad7 affect the signal transduction into the nucleus and thereby modulate the signal propagation, resulting in transcriptional activation or repression [2].

Endocytosis of transmembrane receptors is an important mechanism to control receptor availability at the cell surface or to induce attenuation of signal transduction by sequestering receptors from modulators [9]. A well-described mechanism for cellular uptake is clathrin-mediated endocytosis. Thereby, clathrin-coated pits pinch off the membrane in a dynamin-dependent manner. Internalized receptors are either sorted for recycling to the plasma membrane, are degraded in lysosomes or can use the endosome as a signaling platform, where downstream components are presented for further activation. Another mode of internalization is uptake *via* caveolae-mediated endocytosis; this non-clathrin endocytic pathway uses membrane invaginations containing the membrane protein caveolin, and also requires dynamin for the pinching off of caveolar vesicles [10].

BMP receptors can enter the cell by different endocytic routes. Different intracellular cascades are initiated dependent on receptor localization in distinct compartments of the plasma membrane and their oligomerization mode [11]. Phosphorylation of Smad1/5/8 by BMPRI is induced at the plasma membrane, but the continuation of the Smad1/5/8 dependent pathway which results in transcriptional activation of specific target genes was shown to rely on clathrin-mediated endocytosis, while the Smad-independent pathway required both clathrin- and caveolae-mediated endocytosis to exert transcriptional activity [11].

In this study, we further investigated the dependence of the transcriptional regulation in BMP signaling on endocytosis and the consequences of endocytosis inhibition on osteoblast differentiation of C2C12 cells. By the use of dynasore, an inhibitor of dynamin-dependent endocytosis [12], we show that the kinetics of BMP-2 induced Smad1/5/8 phosphorylation and nuclear translocation are delayed and Smad1/5/8 phosphorylation is reduced. Although Smad1/5/8 phosphorylation and nuclear translocation still occur, the delay in the initial kinetics results in down-regulation of the BMP responsive element (BRE) reportergene activity and osteoblast differentiation. To provide more insight on Smad-dependent transcriptional activation, we performed a whole genome microarray analysis and identified two classes of BMP-2 induced genes, which display differential sensitivity to inhibition of dynamin-dependent endocytosis. Thereby, we could cluster genes into endocytosis dependent and endocytosis independent groups. Our data highlight the importance of endocytosis for transmission of an extracellular BMP-2 signal into the nucleus to activate a transcriptional gene network involved in osteoblast differentiation. Additionally, we suggest a novel Smad signal transduction cascade induced by BMP-2, which does not depend on endocytosis.

## Results

### The kinetics of Smad1/5/8 phosphorylation is influenced by dynamin-dependent endocytosis

BMP signaling is regulated by receptor oligomerization and membrane localization and its subsequent intracellular signal propagation is controlled by different endocytic routes [6], [11]. To gain further insights into the endocytic regulation of BMP signaling pathways, we used the small molecule inhibitor dynasore, which specifically interferes with dynamin-dependent endocytosis by reversibly blocking the GTPase activity of dynamin. Dynamin is crucial in vesicle fission prior to the release of vesicles from the plasma membrane [13]. Macia and colleagues showed that the inhibitor dynasore does not abolish vesicle formation but pinching off the membrane invaginations is blocked [12].

To test the efficiency of dynasore ability to inhibit endocytosis in our system, C2C12 cells were subjected to fluorescent transferrin uptake to monitor clathrin-mediated endocytosis [14]. C2C12 cells incubated with Alexa594-transferrin or DMSO as control showed intracellular transferrin staining after 15 min (Figure 1A, left panels). In contrast, transferrin uptake was potently inhibited by treating the cells for 2 h with 40 µM dynasore (Figure 1A, right panels). The quantification of this experiment underlines the potential of dynasore to efficiently inhibit endocytosis in C2C12 cells (Figure 1B). In all subsequent assays transferrin uptake was measured in parallel to validate the treatment conditions with dynasore (data not shown).

**Figure 1:**
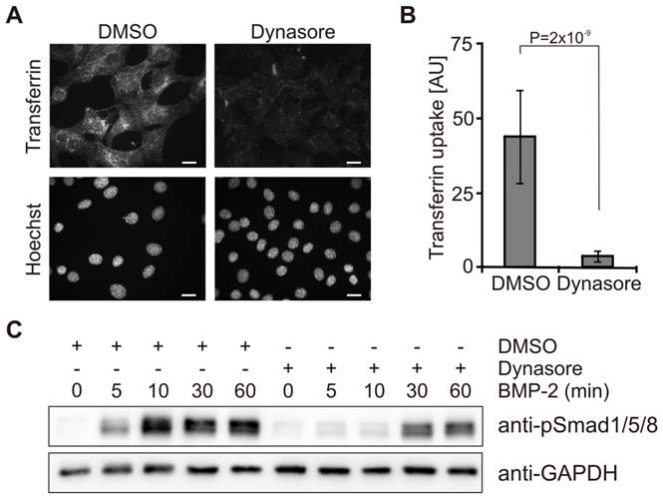
Phosphorylation of Smad1/5/8 is delayed by inhibition of dynamin-dependent endocytosis. (**A**) Serum starved C2C12 cells were treated for 2 h with 40 µM dynasore or 0.05% DMSO and incubated for 15 min at 37°C with Alexa594-transferrin in the presence of dynasore and DMSO. Cells were fixed and transferrin uptake was monitored by fluorescence microscopy. Lower panels show Hoechst staining of the respective cells. Bar, 10 µm. (**B**) Quantification of transferrin uptake shown in (A). The histogram depicts the amount of internalized transferrin, derived from the total fluorescence signal of Alexa594-transferrin within the cell boundaries. The results are mean ± s.d. of at least 400 cells. AU, arbitrary units. (**C**) Serum-starved C2C12 cells were treated for 2 h with 40 µM dynasore or 0.05% DSMO prior to stimulation with 10 nM BMP-2 for the indicated time periods in medium containing dynasore or DMSO. Samples were processed for immunoblotting with anti-phospho-specific Smad1/5/8 antibody (anti-pSmad1/5/8) or GAPDH antibody (anti-GAPDH) as loading control. The Western Blot shown is representative of three independent experiments.

We have previously shown that Smad1/5/8 phosphorylation is induced at the plasma membrane and it is not affected by treating cells with specific inhibitors for caveolae- or clathrin-dependent endocytosis [11]. To extend these findings, we now analyzed the effects of dynasore on Smad1/5/8 phosphorylation in a time-dependent manner (Figure 1C). C2C12 cells pre-treated with dynasore were stimulated for varying periods with BMP-2, followed by Western blotting with an antibody to C-terminally phosphorylated Smad1/5/8 (pSmad1/5/8). In control cells, phosphorylation of Smad1/5/8 was rapidly induced by BMP-2 after 5 min, peaked at 10 min, and stayed at sustained levels for up to 60 min (Figure 1C, lanes 1–5). The Smad1/5/8 phosphorylation kinetics was delayed and the levels were reduced in cells treated with dynasore. In the presence of dynasore, phosphorylation of Smad1/5/8 was much lower after 5 min to 10 min and became clearly apparent after 30 min to 60 min (Figure 1C, lanes 6–10). This result confirms that phosphorylation of Smad1/5/8 can occur at the plasma membrane prior to detaching of endocytic vesicles; yet, it shows that full activation of Smad1/5/8 is reliant on functional membrane dynamics.

### The nuclear translocation kinetics of Smad1/5/8 is regulated by dynamin-dependent endocytosis

After phosphorylation, Smad proteins translocate into the nucleus to function as transcriptional co-regulators [7]. To further analyze the consequences of the altered Smad1/5/8 phosphorylation kinetics on the propagation of BMP signaling, we examined the effect of inhibition of dynamin-dependent endocytosis on Smad nuclear translocation. C2C12 cells were seeded on glass coverslips and treated with dynasore prior to stimulation with BMP-2 for 30 min. The subcellular localization of endogenous Smad1 was analyzed by fluorescence microscopy. BMP-2 induced strong nuclear accumulation of Smad1, which was significantly decreased in the presence of dynasore (Figure 2A,B). To confirm these results we performed cell fractionation studies. C2C12 cells were pre-treated with dynasore prior to stimulation with BMP-2 for the indicated time periods; they were then subjected to cytoplasmic-nuclear fractionation (Figure 2C). In control cells, phosphorylation of Smad1/5/8 was detectable in the cytosol and nucleus, with a strong peak in the nucleus after 10 min of BMP-2 administration (Figure 2C, lanes 5 and 6). Intense signals for nuclear pSmad1/5/8 were detected also after 60 min of BMP-2 stimulation, whereas the amount of pSmad1/5/8 in the cytosolic fraction decreased from 10 min to 60 min (Figure 2C, lanes 5, 6, 9, 10, 13, 14). As demonstrated in Figure 1C, dynasore delayed the initial phosphorylation kinetics of Smad1/5/8 (Figure 2C, lanes 5 and 7). Moreover, cells treated with dynasore and stimulated for 10 min with BMP-2 did not display phosphorylated Smad1/5/8 in the nuclear fraction (Figure 2C, lanes 6 and 8). Interestingly, phosphorylation of Smad1/5/8 in dynasore-treated cells was detectable in the nucleus after 30 min and 60 min of BMP-2 administration with similar levels like control cells, but did not display a strong initial peak as compared to control cells after 10 min of BMP-2 stimulation. In addition, the level of pSmad1/5/8 in the cytosolic fraction was lower relative to control cells (Figure 2C, lanes 9–16). These results indicate that inhibition of dynamin-dependent endocytosis affects Smad phosphorylation kinetics and concomitantly the dynamics of nuclear translocation.

**Figure 2:**
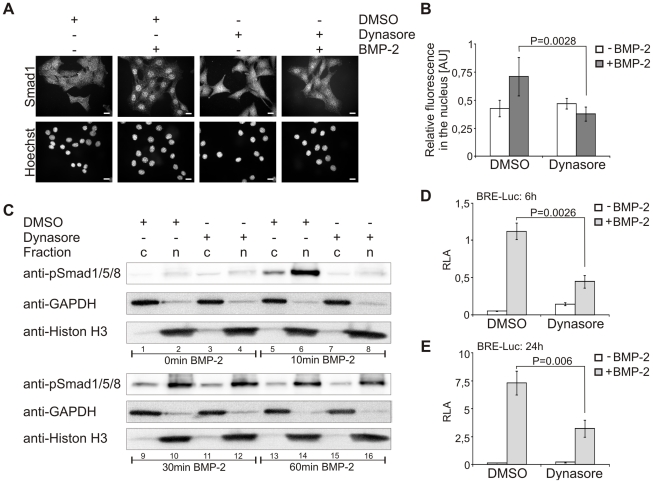
Smad1/5/8 nuclear translocation is delayed and transcriptional activity is reduced by inhibition of dynamin-dependent endocytosis. (**A**) Serum-starved C2C12 cells were treated for 30 min with 40 µM dynasore or 0.05% DMSO prior to stimulation with 10 nM BMP-2 for 30 min in medium containing dynasore or DMSO. After fixation, endogenous Smad1 was stained using a specific antibody, nuclei were stained by Hoechst dye, and cells were analyzed by fluorescence microscopy. The panels shown are representative of two independent experiments. Bar, 10 µm. (**B**) Quantification of the experiment shown in (A). Relative fluorescence intensity of nuclear to cytoplasmic Smad1 staining is depicted in the histogram. The results are mean ± s.d. of at least 100 cells. AU, arbitrary units. (**C**) Serum-starved C2C12 cells were treated for 2 h with 40 µM dynasore or 0.05% DSMO prior to stimulation with 10 nM BMP-2 for the indicated time periods in medium containing dynasore or DMSO. Samples were subjected to cytoplasmic-nuclear fractionation and processed for immunoblotting with anti-phospho-specific Smad1/5/8 antibody (anti-pSmad1/5/8). To control fractionation, samples were analyzed using anti-GAPDH or anti-Histon H3 antibodies. The Western Blot is representative of two independent experiments. c, cytosol; n, nucleus. (**D,E**) C2C12 cells were co-transfected with BRE-Luc and RL-TK. Cells were serum-starved and treated with 40 µM dynasore or 0.05% DMSO for 1 h prior to stimulation with 3 nM BMP-2 for 6 h (D) or 24 h (E) in medium containing dynasore or DMSO. Relative luciferase activity (RLA) of BRE-driven luciferase compared to constitutive expression of RL-TK is shown. Results are mean ± s.d. of triplicate measurements, representative of three independent experiments.

After phosphorylation and nuclear translocation, Smads bind to specific motifs in promoter regions, recruit additional transcription factors and regulate transcription of target genes [7]. As already shown by us and by others, transcriptional activity is dependent on clathrin-mediated endocytosis [11]. To further investigate the effect of dynasore treatment on BMP-2 signaling, we examined its consequences on activation of the reportergene construct BRE-Luc after long and short term stimulation with BMP-2 [15]. As expected, the transcriptional activity was inhibited by dynasore after 6 h and 24 h of BMP-2-stimulation (Figure 2D,E).

### BMP-2 induced gene expression is differentially affected by inhibition of dynamin-dependent endocytosis

As shown above, phosphorylation of Smad1/5/8 and its nuclear translocation are retarded and diminished when endocytosis is blocked. The altered signaling kinetics resulted in an inhibitory effect of dynasore on BMP-2 induced BRE-Luc activity (Figure 2D,E). These results suggest that the accurate timing and signal intensity of the initial steps in BMP signaling is important for the transcriptional activation of target genes and that the initial steps are reliant on endocytosis. To further investigate the dependence of BMP-2 induced transcriptional activity on dynamin-dependent endocytosis, we performed a whole genome gene expression profiling using the Illumina BeadChip system. Serum-starved C2C12 cells were pre-treated for 2 h with dynasore, followed by BMP-2 stimulation for 6 h. Isolated RNA was subjected to microarray analysis. 

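C2C12 is a mouse myoblast line that BMP-2 turns from the muscle toward the osteoblast lineage, and dynasore is a small molecule inhibitor of the GTPase dynamin. The array experiment held 4 groups of 2 biological duplicates each, named DMSO, BMP-2+DMSO, Dynasore and BMP-2+Dynasore. Cells were starved of serum for 2 h and kept in 40 µM dynasore or 0.05% DMSO from 2 h before BMP-2 was added, and BMP-2 acted at 30 nM for 6 h. From each sample 400 ng of RNA was labelled and hybridized to Illumina mouse expression BeadChips, on which each transcript is measured by beads that carry 1 probe sequence. The authors normalized the signals with the rank invariant algorithm of BeadStudio 3.0, and those normalized intensities, of 18138 probes per array, are the values used here. Background had been subtracted in them, so that on 6 arrays some values lie below 0. From there the intensities were corrected with limma's normexp model with an offset of 16, quantile normalized over the 8 arrays and put on the log2 scale, and the 4 groups were fitted together in limma. The test covered 10242 probes that were above background on at least 2 of the 8 arrays, and a probe counted as changed at a Benjamini-Hochberg adjusted p under 0.05. The background limit of an array was the mode of its dim probes plus 1.645 SD. The mode lay between -1.18 and 14.2 on 6 arrays, at 45.3 on BMP-2+Dynasore replicate 2 and at 242 on BMP-2+DMSO replicate 2. That last array had 7429 probes above background and a median signal of these of 1.83 times its limit. The other arrays had 8873 to 9462 probes and 5.47 to 19.8 times. This ratio falls as the mode rises, so it reflects the offset of the background and does not measure the strength of the signal alone. The median signal itself was 471 on that array and 314 to 389 on the others. The SD of the dim probes was 9.91 on it and 10.2 to 14.3 on the others.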

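The methods state that 1 of the 2 BMP-2+DMSO arrays was left out of the significance test, while its detection p-values and fold change served for filtrations. The log2 values of Tables S3 and S4 match replicate 2, which was thus the array kept in that test. Each result is therefore given first for the 7 arrays with BMP-2+DMSO replicate 2, then for all 8, and for replicate 1 in place of replicate 2 where that ends or turns a call or moves a value more than 1.5 times. Changes between groups other than BMP-2+DMSO have the same log2 value with 7 and 8 arrays, and only the spread and the test differ. With all 8 arrays the spread also takes in the difference between the BMP-2+DMSO duplicates, which are not in these comparisons. A higher adjusted p with all 8 arrays is there no sign that the compared arrays disagree. In the 7-array fit BMP-2+DMSO is a lone array that is assumed to vary like the duplicates of the other groups, and the number of arrays limits the precision throughout. Relative to DMSO the median of all tested probes on BMP-2+DMSO replicate 2 was 0.22 on the log2 scale, 0.82 in the authors' values without further normalization and 0.10 when the arrays were scaled to equal medians. The largest shift of that median between these scalings in the other comparisons with that array was in BMP-2+Dynasore relative to BMP-2+DMSO, from -0.89 in the authors' values to 0.06 with equal medians. In BMP-2+Dynasore relative to DMSO the authors' values put it at 0.17. Changes are given on the log2 scale unless a fold is named. Fold changes that involve a group with no array above background are given as bounds ("at least"), computed against the background limit. Where a group had only some arrays above background the fitted change is given and this is said.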

Expression profiles were normalized and genes that were significantly detected in all the treatments and either up- or down-regulated by 1.4 fold relative to DMSO control treatment were considered for further analysis (detection P-value<0.05). This list consists of 2214 genes that were commonly or exclusively regulated. 

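Prelp, Avpr1a, Selp, Sp7 and Smoc1 were among the genes that rose most in BMP-2+DMSO relative to DMSO. Prelp, which encodes a leucine-rich proteoglycan of connective tissue, rose by 4.82 (standard error 0.20, adjusted p = 1.6e-08), or 4.46 with all 8 arrays (adjusted p = 0.014). Avpr1a, a vasopressin receptor, rose by 4.01 (standard error 0.19, adjusted p = 3.3e-08), or 3.74 with all 8 arrays (adjusted p = 0.014). Selp, the adhesion receptor P-selectin, rose by 3.82 (standard error 0.20, adjusted p = 7.1e-08), or 3.16 with all 8 arrays (adjusted p = 0.078) and 2.51 (adjusted p = 4.0e-05) with replicate 1 in place of replicate 2. Sp7 (osterix), a transcription factor required for osteoblast formation, was at least 21.3-fold higher (adjusted p = 1.4e-07), or at least 17.2-fold with all 8 arrays (adjusted p = 0.015) and 13.8-fold with replicate 1 (adjusted p = 1.3e-05). Smoc1, a secreted calcium-binding protein of basement membranes, was at least 12.0-fold higher (adjusted p = 8.7e-07), or 8.25-fold with all 8 arrays (adjusted p = 0.044) and 5.68-fold with replicate 1 (adjusted p = 1.6e-04). Among the largest falls were abundant transcripts, Tuba1b (a tubulin) at -7.22 (adjusted p = 2.2e-11) and Rps2 (a ribosomal protein) at -6.55 (adjusted p = 9.6e-07). These values were 0.15 (adjusted p = 0.64) and 0.08 (adjusted p = 0.97) with replicate 1 in place of replicate 2, and -3.54 (adjusted p = 0.49) and -3.23 (adjusted p = 0.49) with all 8 arrays. Of the 10242 probes, 4241 were higher and 2877 lower in BMP-2+DMSO than in DMSO with the paper's 7 arrays. The counts were 16 and 5 with all 8 arrays, and 208 and 265 with replicate 1 in place of replicate 2. In the authors' values these counts were 6148 and 1843, and with arrays scaled to equal medians 2781 and 2998. BMP-2+Dynasore had 2003 probes higher and 1941 lower than DMSO (202 and 162 with all 8 arrays). Dynasore had 1838 higher and 2000 lower (169 and 154).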

Distinct and overlapping gene regulations are depicted in a Venn diagram (Figure 3A; the entire gene list is depicted in Table S2).

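For the Venn counts the authors' intensities were used without further normalization. A probe counted as detected when it was above background on all 8 arrays (6303 probes). It had to pass an unadjusted p of 0.05 in the methods' one-way test across the groups, run on the log2 values of the 7 arrays. At a group mean over 1.4-fold from DMSO in either direction, 4152 probes were regulated in at least 1 treatment, and 2421 with BMP-2+DMSO replicate 1 in place of replicate 2. Without the one-way test the count was 5351. In 20 simulations of 6303 unchanged probes with the replicate spread of the 7 arrays, 62.9 probes on average passed the same test and limit in at least 1 treatment. The limit alone was passed by 558. The lone BMP-2+DMSO array adds nothing to that spread, so the simulations leave out the difference between the BMP-2+DMSO duplicates.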

**Figure 3:**
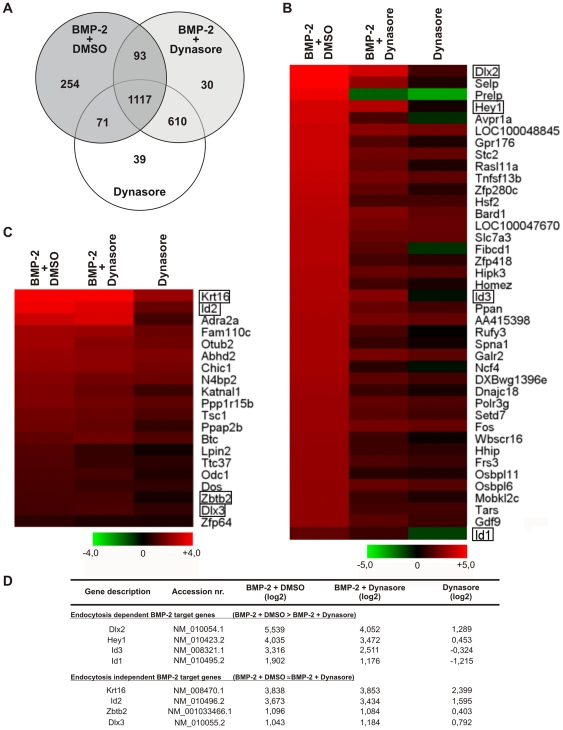
Gene expression is differentially affected by inhibition of dynamin-dependent endocytosis. Serum-starved C2C12 cells were treated for 2 h with 40 µM dynasore or 0.05% DSMO prior to stimulation with 30 nM BMP-2 for 6 h in medium containing dynasore or DMSO. RNA was isolated and subjected to whole genome profiling using the Illumina BeadChip system. Expression profiles were analyzed relative to DMSO control treatment. (**A**) Venn diagram based on significantly detected genes (1.4 fold regulation, detection P-value<0.05) (the entire gene list is depicted in Table S2). (**B**) Heatmap depicting a subset of BMP-2-induced genes, which are endocytosis-dependent (the complete list is given in Table S3). (**C**) Heatmap depicting BMP-2-induced genes which are endocytosis-independent (the gene list is shown in Table S4). (**B,C**) The heatmaps are colored by log_2_ expression signals according to the color key at the bottom. (**D**) Selected genes from lists representing endocytosis-dependent or -independent genes displayed in Table S3 and S4, respectively.

We identified genes that were exclusively regulated by BMP-2 in medium supplemented with vehicle (DMSO) only, (BMP-2+DMSO; 254 genes), by BMP-2 in the presence of dynasore (BMP-2+Dynasore; 30 genes) or by dynasore alone (Dynasore) (39 genes). 

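Dynasore alone changed genes of cell stress, of the response to low oxygen and of cholesterol synthesis relative to DMSO. Hmox1, which degrades heme, rose by 6.42 (standard error 0.22, adjusted p = 2.8e-06, or 0.0012 with all 8 arrays). Trib3 and Ddit3, which are turned on by amino acid shortage and endoplasmic reticulum stress, rose by 5.37 (adjusted p = 2.5e-09) and 5.10 (adjusted p = 4.3e-09), and with all 8 arrays their adjusted p = 0.0041 and 0.0060. Slc7a11, the cystine transporter, was at least 43.0-fold higher (adjusted p = 2.5e-09). Of 34 measured genes of this stress response, 30 were higher and 0 lower at the threshold (32 and 0 adjusted over the list alone, and 0 lower at an unadjusted p under 0.05), and 21 were higher with all 8 arrays. Of 22 measured genes of the response to low oxygen or iron, 19 were higher and 0 lower (19 and 0 adjusted over the list alone, 0 lower at an unadjusted p under 0.05). Among them Hk2, a hexokinase, rose by 4.57 (adjusted p = 1.4e-09) and Egln3, a prolyl hydroxylase, by 4.30 (adjusted p = 6.0e-09). Of these, 12 were higher with all 8 arrays. Of 18 measured genes of cholesterol synthesis 15 were lower and 0 higher (15 and 0 adjusted over the list alone, 0 higher at an unadjusted p under 0.05), and 3 were lower with all 8 arrays. Hmgcs1, an early enzyme of the pathway, fell by 2.74 on the log2 scale (standard error 0.09, adjusted p = 9.9e-09, or 0.0051 with all 8 arrays). Fdps, which makes farnesyl diphosphate, fell by 2.64 (adjusted p = 4.8e-08). Limma's camera test with a preset correlation of 0.01 gave adjusted p = 9.3e-23 for the stress list, 2.1e-15 for the oxygen and iron list and 1.2e-09 for the cholesterol list. Each had adjusted p = 0.078 with an estimated correlation, or 0.039, 0.018 and 0.090 with all 8 arrays. At the thresholds of the Venn diagram 1229 probes were regulated by BMP-2+DMSO and by neither other treatment, 63 by BMP-2+Dynasore and 90 by Dynasore. With BMP-2+DMSO replicate 1 in place of replicate 2 these counts were 91, 162 and 175.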

We also identified genes that were commonly regulated by BMP-2+DMSO or Dynasore (93 genes), by BMP-2+DMSO or by Dynasore (71 genes) or by BMP-2+Dynasore or by Dynasore (610 genes). 

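BMP-2+Dynasore and Dynasore shared many changes relative to DMSO. Chac1, which degrades glutathione, rose by 4.71 (adjusted p = 1.1e-09) in BMP-2+Dynasore and by 4.21 (adjusted p = 2.5e-09) in Dynasore, with adjusted p = 0.0032 and 0.0044 with all 8 arrays. Gclm, a subunit of the enzyme that makes glutathione, rose by 3.48 (adjusted p = 2.2e-08) and 3.24 (adjusted p = 4.1e-08), with adjusted p = 0.0042 and 0.0048 with all 8 arrays. Of 22 measured targets of NRF2, the regulator of the response to oxidants, 10 were higher and 0 lower in BMP-2+Dynasore (10 and 0 adjusted over the list alone, 0 lower at an unadjusted p under 0.05). In Dynasore 10 were higher and 2 lower (12 and 2 adjusted over the list alone). The camera test gave adjusted p = 9.5e-05 and 1.2e-05, and adjusted p = 0.089 and 0.081 with an estimated correlation. Cxcl12, a chemokine, fell by 3.64 (adjusted p = 3.1e-08) and by 3.31 (adjusted p = 7.0e-08), with adjusted p = 0.0051 and 0.0085 with all 8 arrays. Of the probes changed in both treatments 1576 were higher in both, against 359 if the calls were independent, 1598 were lower in both, against 379, and 8 changed in opposite directions. Across the 10242 probes, which are not independent replicates, the log2 changes of the pair had a correlation of 0.909 and a covariance of 0.447. These were 0.499 and 0.0211 in 20 simulations of unchanged groups that share the DMSO arrays. The DMSO arrays, being a pair, cannot be split between the comparisons to remove this sharing. The changes of BMP-2+DMSO correlated with those of BMP-2+Dynasore at 0.246 and with those of Dynasore at 0.0556, below the 0.406 and 0.411 of simulated unchanged groups, and at 0.275 and 0.182 with replicate 1 in place of replicate 2 (simulated 0.404 and 0.416). Their covariances lay above the simulated ones, at 0.249 and 0.0545 (simulated 0.0212 and 0.0215), and 0.0779 and 0.050 with replicate 1 (simulated 0.0211 and 0.0218). The changes in BMP-2+DMSO and BMP-2+Dynasore had the same sign for 57.4% of the probes, against 63.4% in simulated unchanged groups. With replicate 1 these shares were 57.9% and 63.6%. Simulated unchanged groups share only the noise of the DMSO arrays. Real changes that are unrelated between treatments pull the correlation and the share of equal signs below the simulated values. Values below the simulated ones are thus no sign that the treatments disagree. These simulations too leave out the difference between the BMP-2+DMSO duplicates. At the thresholds of the Venn diagram 332 probes were regulated by BMP-2+DMSO and BMP-2+Dynasore alone, 289 by BMP-2+DMSO and Dynasore alone and 598 by BMP-2+Dynasore and Dynasore alone. The counts were 50, 47 and 1467 with BMP-2+DMSO replicate 1 in place of replicate 2.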

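Nfil3, a basic leucine zipper transcription factor, rose relative to DMSO in each treatment. The rise was 1.15 (adjusted p = 2.3e-05) in BMP-2+DMSO, 1.94 (adjusted p = 3.1e-07) in BMP-2+Dynasore and 1.94 (adjusted p = 3.2e-07) in Dynasore, or with adjusted p = 0.0091 and 0.0097 for the last pair with all 8 arrays. The value in BMP-2+DMSO was 0.88 (adjusted p = 0.36) with all 8 arrays and 0.61 (adjusted p = 0.021) with BMP-2+DMSO replicate 1 in place of replicate 2. At the thresholds of the Venn diagram 1551 probes were regulated in all 3 treatments, against 1139 if the treatments were independent among the 4382 detected probes past the one-way test, and 988 of them changed in 1 direction in all 3. With replicate 1 in place of replicate 2 these counts were 429, 351 and 301. All 3 comparisons use the DMSO arrays, and in 20 simulations of unchanged groups taken through the same steps 4.40 probes on average were regulated in all 3. Those simulations leave out the difference between the BMP-2+DMSO duplicates.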

1117 genes showed a common regulation in all three treatments.

In total, 925 genes were up-regulated by BMP-2+DMSO. These gene expression profiles were analyzed and those genes that showed nonspecific regulation by dynasore were not considered for further evaluation. 

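Among known targets of BMP and Smad signaling, BMP-2+DMSO raised Dlx1, a homeobox gene, by 2.33 (standard error 0.22, adjusted p = 8.6e-06), or 2.48 with all 8 arrays (adjusted p = 0.045). Of 20 measured genes of this list, 10 were higher and 6 lower than in DMSO (10 and 6 adjusted over the list alone). With all 8 arrays the counts were 4 and 0 (1 lower at an unadjusted p under 0.05), or 8 and 1 adjusted over the list alone. With arrays scaled to equal medians 8 were higher and 8 lower. The camera test of the list gave adjusted p = 0.59 with 7 arrays and 2.0e-05 with all 8, or adjusted p = 0.87 and 0.24 with an estimated correlation. Of 14 measured osteoblast genes, 8 were higher and 2 lower (8 and 2 adjusted over the list alone), and 1 and 0 (0 lower at an unadjusted p under 0.05) with all 8 arrays. Of all 10242 tested probes 4241 were higher and 2877 lower with 7 arrays, so the counts alone do not mark either list. The osteoblast list did not pass the camera test with 7 arrays. Alpl, the alkaline phosphatase of bone, was at least 3.33-fold higher (adjusted p = 2.9e-05), at least 2.62-fold with all 8 arrays (adjusted p = 0.21) and at least 2.06-fold with replicate 1 in place of replicate 2 (adjusted p = 0.0095). Omd, the bone proteoglycan osteomodulin, rose by 2.65 (adjusted p = 6.4e-06), and its value was 1.71 (adjusted p = 0.49) with all 8 arrays and 0.78 (adjusted p = 0.15) with replicate 1. At the thresholds of the Venn diagram 2196 probes were up-regulated by BMP-2+DMSO, 1533 with the mean of both BMP-2+DMSO arrays and 248 with replicate 1. Of the probes higher in BMP-2+DMSO in the 7-array fit, 2215 (52.2%) also lay above the DMSO mean on replicate 1, as did 51.5% of all tested probes. Of the probes higher with replicate 1, 150 (72.1%) lay above the DMSO mean on replicate 2. Those probes were chosen against the same DMSO arrays, and the median of all tested probes on replicate 2 lay 0.22 above DMSO. The 72.1% can thus not be set against the 51.5%, which is a share on replicate 1.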

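Dynasore alone changed many of the probes that the paper lists in Tables S3 and S4. Of 483 probes of Table S3, 123 were higher and 238 lower in Dynasore than in DMSO, with a median change of -0.38 on the log2 scale. The counts with all 8 arrays were 0 and 13 (13 higher at an unadjusted p under 0.05). Among them Prelp fell by 2.09 (standard error 0.16, adjusted p = 4.9e-06, or 0.025 with all 8 arrays). Ccn2, a matrix protein induced by TGF-β, fell by 1.74 (standard error 0.15, adjusted p = 8.1e-06, or 0.014). Of the 20 probes of Table S4, 20 were higher and 0 lower (0 lower at an unadjusted p under 0.05 in limma), and 3 were higher with all 8 arrays. The lists were chosen on these arrays, so these counts are not independent evidence of their direction.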

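Prelp, Ccn2, Slc1a3 and Sp7 were among the genes that were lowest in BMP-2+Dynasore relative to BMP-2+DMSO. Prelp fell by 6.23 on the log2 scale (standard error 0.20, adjusted p = 3.0e-09), or by 5.87 with all 8 arrays (adjusted p = 0.0015). Ccn2 fell by 3.88 (standard error 0.18, adjusted p = 3.1e-08), or by 3.80 with all 8 arrays (adjusted p = 0.0015). Slc1a3, a glutamate transporter, fell by 4.31 (standard error 0.17, adjusted p = 8.6e-09), or by 4.41 with all 8 arrays (adjusted p = 0.0012). It also fell by 4.09 in Dynasore relative to DMSO (adjusted p = 9.4e-09, or 0.0015 with all 8 arrays). Sp7 was at least 21.5-fold lower (adjusted p = 1.3e-07), or 17.3-fold with all 8 arrays (adjusted p = 0.0038) and 13.9-fold with replicate 1 (adjusted p = 2.4e-06), and was above background neither in BMP-2+Dynasore nor in DMSO. In all, 2950 probes were higher and 3937 lower in BMP-2+Dynasore than in BMP-2+DMSO. The counts were 181 and 187 with all 8 arrays, and 1586 and 1379 with BMP-2+DMSO replicate 1 in place of replicate 2. In the authors' values the counts were 1844 and 6120, and with equal medians 3260 and 2316. The interaction asks whether BMP-2 changes a probe by a different amount with dynasore than with DMSO. It was positive for 2379 probes and negative for 3372 at the threshold with 7 arrays (1624 and 4849 in the authors' values, 2491 and 1736 with equal medians). Limma found with all 8 arrays 0 and 0 (115 and 112 at an unadjusted p under 0.05). With replicate 1 in place of replicate 2 it found 75 and 35, of which 41 and 22 were also found with replicate 2.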

Interestingly, we discovered genes that exhibited different expression patterns when the treatment BMP-2+DMSO was compared to the treatment BMP-2+Dynasore. In this way we identified two classes of genes that were differentially affected by inhibition of dynamin-dependent endocytosis (Figure 3B,C). 

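The probes of Table S3 include Stc2, a secreted glycoprotein hormone, Pdgfra, a receptor for platelet-derived growth factor, and Avpr1a. In BMP-2+DMSO relative to DMSO Pdgfra rose by 1.89 (adjusted p = 1.3e-05), or 1.48 (adjusted p = 0.29) with all 8 arrays and 1.07 (adjusted p = 0.0088) with BMP-2+DMSO replicate 1 in place of replicate 2. Its value in BMP-2+Dynasore relative to BMP-2+DMSO was -2.36 (adjusted p = 2.0e-06), or -1.95 (adjusted p = 0.036) and -1.55 (adjusted p = 2.2e-04). Avpr1a rose by 2.18 (standard error 0.15, adjusted p = 5.4e-05, or 0.32 with all 8 arrays) in BMP-2+Dynasore relative to Dynasore. Of the 483 probes 446 were higher and 3 lower in BMP-2+DMSO than in DMSO with 7 arrays, with a median change of 1.16 on the log2 scale. With all 8 arrays 10 were higher and with replicate 1 in place of replicate 2 46 were higher, with a median of 0.03. Relative to BMP-2+DMSO, 389 were lower and 5 higher in BMP-2+Dynasore (median -1.18), 36 and 0 (4 higher at an unadjusted p under 0.05) with all 8 arrays, and 158 and 129 with replicate 1. The interaction was negative for 394 and positive for 3 (median -0.94). It was negative or positive for 0 and 0 with all 8 arrays in limma (19 and 1 at an unadjusted p under 0.05), and for 11 and 1 with replicate 1 (30 and 46). With replicate 1 its median was 0.16, of the opposite sign, with 329 probes above 0 and 154 below. The probes were chosen on these arrays, so the counts with them are not independent evidence of the direction. Replicate 1 of BMP-2+DMSO entered the paper's filtrations too, and on it 271 of the probes (56.1%) lay above the DMSO mean, 60 of them by over 1.4-fold. Of 10000 random lists matched on mean signal, the middle 95% had 47.4% to 55.9% above it. Unlike the probes of Table S3, these lists were not chosen as higher than the same DMSO mean. The small excess thus cannot tell a response on replicate 1 from that choice.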

The first class included 483 genes that showed reduced BMP-2-induced gene expression following treatment with dynasore (BMP-2+Dynasore) as compared to BMP-2+DMSO (Figure 3B; the complete gene list is depicted in Table S3). We defined this class of genes as endocytosis-dependent, since their expression levels were reduced following treatment with dynasore. 

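Id1 and Id3 (probes ILMN_2672190 and ILMN_2687169) encode inhibitors of basic helix-loop-helix transcription factors, Dlx2 (ILMN_2860959) a homeobox protein, and Hey1 (ILMN_2690596) a repressor that also acts downstream of Notch. All 4 were higher in BMP-2+DMSO than in DMSO with the 7 arrays. The change was 2.11 (standard error 0.17, adjusted p = 1.9e-06), or 2.55 with all 8 arrays (adjusted p = 0.066) for Id1 and 3.43 (standard error 0.14, adjusted p = 1.8e-08, or 0.0039 with all 8 arrays) for Id3. Dlx2 rose by 4.47 (standard error 0.23, adjusted p = 8.5e-08), or 4.16 with all 8 arrays (adjusted p = 0.016), and Hey1 by 4.14 (standard error 0.17, adjusted p = 1.4e-08), or 4.23 with all 8 arrays (adjusted p = 0.0035). All 4 were higher in BMP-2+Dynasore than in DMSO too, by 1.56, 2.89, 3.12 and 3.82 (adjusted p = 8.6e-06, 4.0e-08, 9.3e-07 and 1.8e-08). Their adjusted p with all 8 arrays was 0.061, 0.0024, 0.0080 and 0.0018, and each BMP-2+Dynasore array lay above both DMSO arrays. Set against BMP-2+DMSO, Id3 in BMP-2+Dynasore was -0.54 (standard error 0.14, adjusted p = 0.0073, or 0.19 with all 8 arrays). Hey1 was -0.32 (standard error 0.17, adjusted p = 0.12), or -0.41 with all 8 arrays (adjusted p = 0.31) and -0.50 with replicate 1 in place of replicate 2 (adjusted p = 0.0496). Dynasore alone changed Hey1 by 0.73 (standard error 0.14, adjusted p = 0.0020, or 0.14 with all 8 arrays) relative to DMSO, while Id3 was 0.00 (standard error 0.12, adjusted p = 1.00, or 1.00 with all 8 arrays). Over Dynasore alone, BMP-2 raised Id1 by 2.33 (standard error 0.14, adjusted p = 1.4e-05), Dlx2 by 2.46 (standard error 0.19, adjusted p = 1.1e-04) and Hey1 by 3.09 (standard error 0.14, adjusted p = 2.0e-06). The adjusted p of these 3 with all 8 arrays was 0.42, 0.41 and 0.014. For Id3 the interaction of BMP-2 and dynasore was -0.54 (adjusted p = 0.032), or -0.54 (adjusted p = 0.91) with all 8 arrays and -0.54 (adjusted p = 0.30) with BMP-2+DMSO replicate 1 in place of replicate 2.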

Among those, we found known BMP-2 target genes like *Id1*, *Id3*, *Dlx2* and *Hey1* (Figure 3D). The second class included 20 genes whose expression levels were affected similarly following treatment with BMP-2+DMSO and in the presence of dynasore (BMP-2+Dynasore) (Figure 3C; the complete gene list is given in Table S4). We defined this class of genes as endocytosis-independent, since dynasore treatment did not affect their BMP-2 induced expression. 

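Odc1, the first enzyme of polyamine synthesis, Tsc1, a regulator of growth signaling, and Lpin2, a phosphatidate phosphatase, are among the probes of Table S4. Of the 20 probes 19 were higher and 0 lower in BMP-2+DMSO than in DMSO with 7 arrays (0 lower at an unadjusted p under 0.05 in limma), with a median change of 1.44 on the log2 scale. With all 8 arrays 2 were higher, and with BMP-2+DMSO replicate 1 in place of replicate 2 6 were higher and 0 lower. In BMP-2+Dynasore 20 were higher than in DMSO (median 1.66), 6 of them with all 8 arrays. Relative to BMP-2+DMSO, 7 were higher and 0 lower in BMP-2+Dynasore. These counts were 0 and 0 with all 8 arrays (7 and 0 at an unadjusted p under 0.05), and 16 and 0 with replicate 1. Of the same probes 5 were higher in BMP-2+Dynasore than in Dynasore (14 adjusted over the list alone). The interaction of BMP-2 and dynasore was negative for 14 and positive for 0 with 7 arrays (0 positive at an unadjusted p under 0.05), and for 0 and 0 with all 8 (2 and 0 unadjusted). With BMP-2+DMSO replicate 1 in place of replicate 2 the median interaction was 0.26, with 15 probes above 0 and 5 below. With arrays scaled to equal medians, the median of the probes on replicate 2 was 0.92 above the DMSO mean, in place of 1.44. Against the BMP-2+Dynasore mean it was -0.91, in place of -0.17. These probes too were chosen on these arrays, which makes the counts with them no independent evidence. From the lower signals of the Table S3 genes with dynasore, the paper defines that class as endocytosis-dependent, and it defines the Table S4 class as endocytosis-independent since dynasore did not affect the BMP-2 induced expression of its genes.

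**Figure D1:**
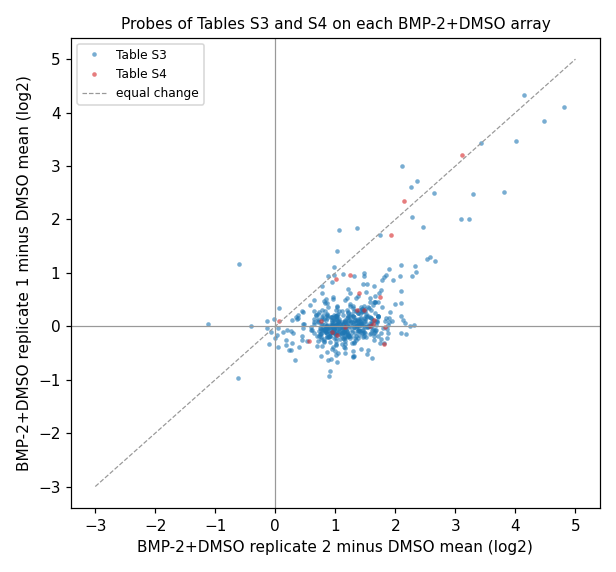
Log2 change of each probe of Tables S3 and S4 relative to the DMSO mean on BMP-2+DMSO replicate 2, the array in the paper's significance test (horizontal axis), and on replicate 1, the array left out of that test (vertical axis). Each point is 1 probe, and of the 483 probes of Table S3 473 lie above 0 on replicate 2 and 271 on replicate 1.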

Interestingly, this group also included known BMP-2 target genes such as *Id2* and *Dlx3*, as well as the genes *Krt16* and *Zbtb2* (Figure 3D).

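Id2 (ILMN_1228557) encodes another inhibitor of basic helix-loop-helix factors, Dlx3 (ILMN_2675833) a homeobox protein, Krt16 (ILMN_1229813) an epithelial keratin and Zbtb2 (ILMN_2860932) a zinc finger protein. In BMP-2+DMSO relative to DMSO Id2 rose by 2.15 (standard error 0.22, adjusted p = 1.3e-05), or 2.25 with all 8 arrays (adjusted p = 0.060). Dlx3 rose by 1.24 (standard error 0.13, adjusted p = 2.1e-05), or 1.10 with all 8 arrays (adjusted p = 0.12), and Krt16 by 3.11 (standard error 0.28, adjusted p = 1.1e-05), or 3.16 with all 8 arrays (adjusted p = 0.033). Zbtb2 rose by 1.01 (standard error 0.19, adjusted p = 7.4e-04), or 0.95 with all 8 arrays (adjusted p = 0.45). In BMP-2+Dynasore relative to DMSO they rose by 2.31, 1.64, 3.20 and 1.30 (adjusted p = 3.8e-06, 1.5e-06, 5.1e-06 and 8.1e-05). Their adjusted p with all 8 arrays was 0.012, 0.0080, 0.0058 and 0.053, and each BMP-2+Dynasore array lay above both DMSO arrays. Compared with BMP-2+DMSO, Krt16 in BMP-2+Dynasore was 0.09 (standard error 0.28, adjusted p = 0.78), or 0.05 with all 8 arrays (adjusted p = 0.94) and 0.01 (adjusted p = 0.99) with replicate 1 in place of replicate 2. Zbtb2 was 0.29 (standard error 0.19, adjusted p = 0.20), or 0.36 with all 8 arrays (adjusted p = 0.45). Dynasore alone raised all 4 relative to DMSO, Id2 by 0.73, Dlx3 by 1.12, Krt16 by 1.77 and Zbtb2 by 0.57 (adjusted p = 0.0077, 2.2e-05, 2.2e-04 and 0.014, or 0.27, 0.029, 0.042 and 0.35 with all 8 arrays). Over Dynasore alone, BMP-2 changed Id2 by 1.58 (standard error 0.18, adjusted p = 0.0012, or 1.00 with all 8 arrays) and Krt16 by 1.43 (standard error 0.23, adjusted p = 0.019, or 1.00 with all 8 arrays). Dlx3 was 0.52 (standard error 0.11, adjusted p = 0.064, or 1.00 with all 8 arrays) and Zbtb2 0.73 (standard error 0.15, adjusted p = 0.064, or 1.00 with all 8 arrays). For Krt16 the interaction of BMP-2 and dynasore was -1.68 (adjusted p = 0.0036), or -1.73 (adjusted p = 0.91) with all 8 arrays and -1.77 (adjusted p = 0.061) with BMP-2+DMSO replicate 1. For Zbtb2 it was -0.28 (adjusted p = 0.35), or -0.21 (adjusted p = 0.91) with all 8 arrays and -0.14 (adjusted p = 0.87) with replicate 1.

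**Figure D2:**
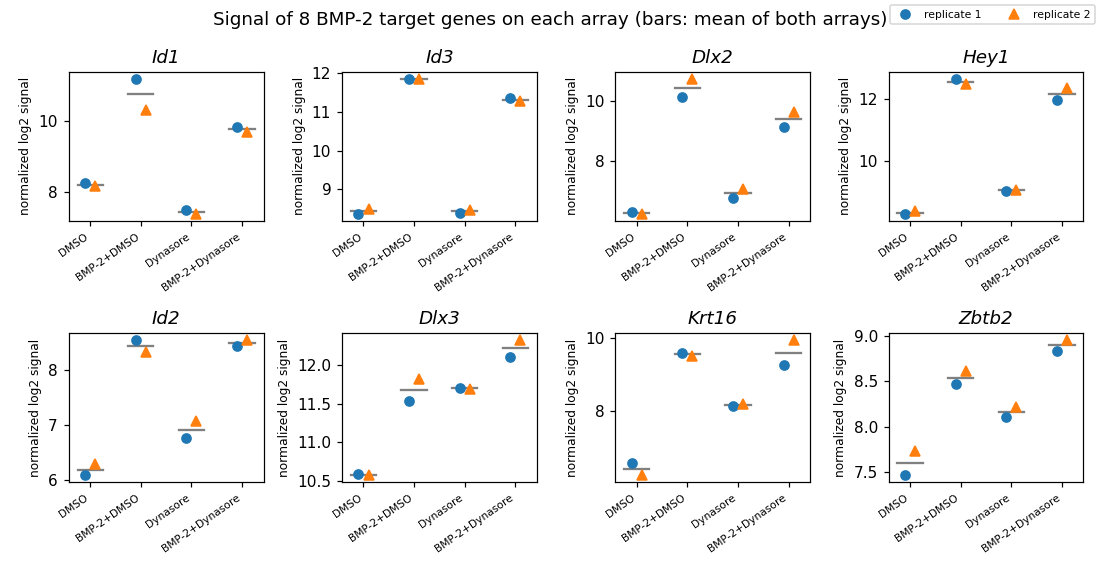
Log2 signal of Id1, Id3, Dlx2, Hey1, Id2, Dlx3, Krt16 and Zbtb2 on each of the 8 arrays after normalization, by treatment. Circles are replicate 1 and triangles replicate 2 of each group, and bars are the mean of both arrays. For all 8 genes both BMP-2+Dynasore arrays lie above both DMSO arrays.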

### Confirmation of BMP-2 induced genes that are differentially affected by dynamin-dependent endocytosis

In the microarray analysis we identified genes that are differentially affected by inhibition of dynamin-dependent endocytosis. To validate these findings, we performed quantitative real-time PCR (qPCR) analysis with independent samples. Cells were pre-treated with dynasore for 2 h and were subsequently stimulated with BMP-2 for 6 h. These experiments confirmed the existence of two classes of genes, whose expression in response to BMP-2 is either dependent or independent of endocytosis (Figure 4A,B). Expression of *Id1*, *Id3*, *Dlx2* and *Hey1* was endocytosis-dependent, as shown by the dynasore-mediated inhibition of their BMP-2 induced expression (Figure 4A). On the other hand, expression of *Id2*, *Dlx3*, *Krt16* and *Zbtb2* was endocytosis-independent (*i.e.*, no effect of dynasore) (Figure 4B). *Id1*, *Id2* and *Id3* (inhibitor of differentiation), which belong to the group of helix-loop-helix (HLH) transcription factors, are direct target genes of BMP signaling [16]. Interestingly, only *Id1* and *Id3* were inhibited by dynasore (Figure 4A), whereas *Id2* was not affected (Figure 4B). The difference between *Id1* and *Id2* gene expression in response to BMP-2 stimulation under endocytosis inhibition conditions was also confirmed in reportergene assays with reporter constructs containing the *Id1* or *Id2* promoter regions (Figure 4C) [17], [18]. Furthermore, *Dlx2* and *Dlx3* belong to the family of Distal-less homeobox genes and are important players in organ development [19]. Both proteins are known early target genes of BMP signaling in C2C12 cells [20]. Similar to the Id-family of proteins, *Dlx2* and *Dlx3* are differently affected upon inhibition of endocytosis, although they belong to the same protein family. Thus, BMP-2-stimulated *Dlx2* gene expression is inhibited by dynasore, whereas *Dlx3* is unaffected (Figure 4A,B). *Hey1* belongs to the hairy/Enhancer of split-related repressor protein basic helix-loop-helix family and is a direct BMP target gene [21]. *Hey1* expression upon BMP-2 addition is also affected by inhibition of dynamin-dependent endocytosis, resembling *Id1*, *Id3* and *Dlx2* (Figure 4A). In contrast, *Krt16* and *Zbtb2* expression was not affected by dynasore treatment during BMP-2 stimulation. Both proteins have not been described yet to be target genes in BMP signaling. Krt16 belongs to the type I keratin family of proteins and was shown to be involved in keratinocyte migration [22]. The zinc finger and BTB domain-containing protein 2 (Zbtb2) is described as a transcription factor that represses p53 function [23]. In addition to the microarray data, these results further support the notion that two classes of BMP target genes exist, which are differentially affected by inhibition of dynamin-dependent endocytosis and thus by altered Smad1/5/8 phosphorylation kinetics.

**Figure 4:**
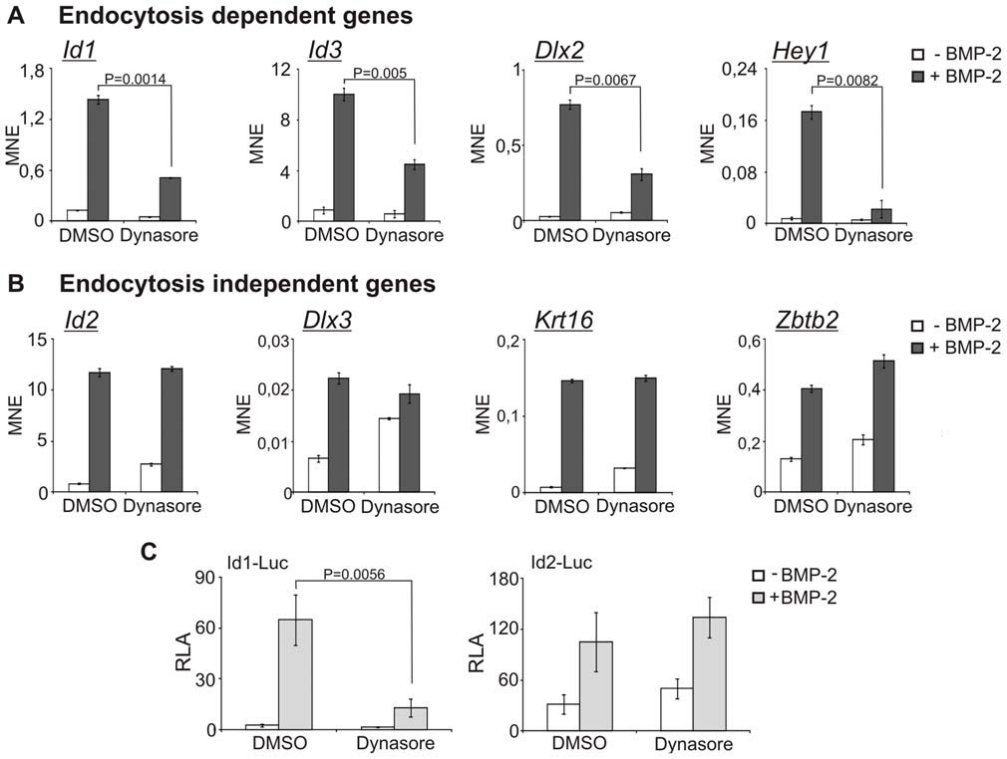
Validation of two classes of genes, which are dependent or independent of endocytosis. (**A,B**) Serum-starved C2C12 cells were treated for 2 h with 40 µM dynasore or 0.05% DMSO prior to stimulation with 30 nM BMP-2 for 6 h in medium containing dynasore or DMSO. Total RNA was isolated, cDNA was synthesized and mRNA expression was analyzed by qPCR using specific mouse primers (Table S1). Histograms show mean normalized expression (MNE) with standard error of duplicate measurements relative to the housekeeping gene *HPRT*. The analysis shown is representative of three independent experiments. (**C**) C2C12 cells were co-transfected with Id1-Luc or Id2-Luc and RL-TK. Cells were serum-starved and treated with 40 µM dynasore or 0.05% DMSO for 1 h prior to stimulation with 3 nM BMP-2 for 24 h in medium containing dynasore or DMSO. Relative luciferase activity (RLA) of Id1- or Id2-driven luciferase compared to constitutive expression of RL-TK is shown. Results are shown as mean ± s.d. of triplicate measurements, representative of three independent experiments.

### Osteoblast differentiation of C2C12 cells is arrested by short-term inhibition of dynamin-dependent endocytosis

BMPs are potent inducers of mesenchymal cells to differentiate into osteoblasts and chondroblasts [5]. The C2C12 precursor cell line provides a biologically suitable model to investigate the BMP-2-induced transcriptional cascade which initiates osteoblast differentiation [24]. We have previously shown that ALP production is dependent on Smad and non-Smad signaling, as well as on both clathrin- and caveolae-mediated endocytosis [6], [11]. Considering that inhibition of dynamin-dependent endocytosis affects Smad1/5/8 signaling kinetics and BMP-2-induced transcriptional expression profiles, we examined the consequences of these altered signaling properties on osteoblast differentiation. Differentiation was analyzed after 72 h of BMP-2 administration to serum-starved C2C12 cells, since the expression of osteoblast markers such as *alkaline phosphatase* (*ALP*), *osteocalcin* (*OCN*) and *osteopontin* (*OPN*) is detectable after this time period [24]. Application of dynasore for 2 h efficiently blocked endocytic uptake in C2C12 cells in our study and this effect was reversed by wash-out of the inhibitor [12]. However, long-term treatment over several days has lead to cell death. Therefore, dynasore was added only during starvation and the initial 4 h of BMP-2 stimulation in the differentiation assays. To test whether inhibition of endocytosis during the initial phase of BMP-2 signal transduction affects osteoblast differentiation, ALP assays were performed (Figure 5A). Application of dynasore during the first 4 h of BMP-2 stimulation significantly reduced ALP activity, even though the ligand was continuously present during the following 68 h. Application of the ligand for these additional 68 h did not circumvent the impaired ALP activity. The importance of the initial phase of stimulation was also demonstrated by ALP assays after 72 h, where BMP-2 was applied only during the initial 4 h (Figure 5B). These results suggest that correct signaling properties in the initial phase of BMP-2 stimulation are important for commitment of the cells towards the osteoblast lineage.

**Figure 5:**
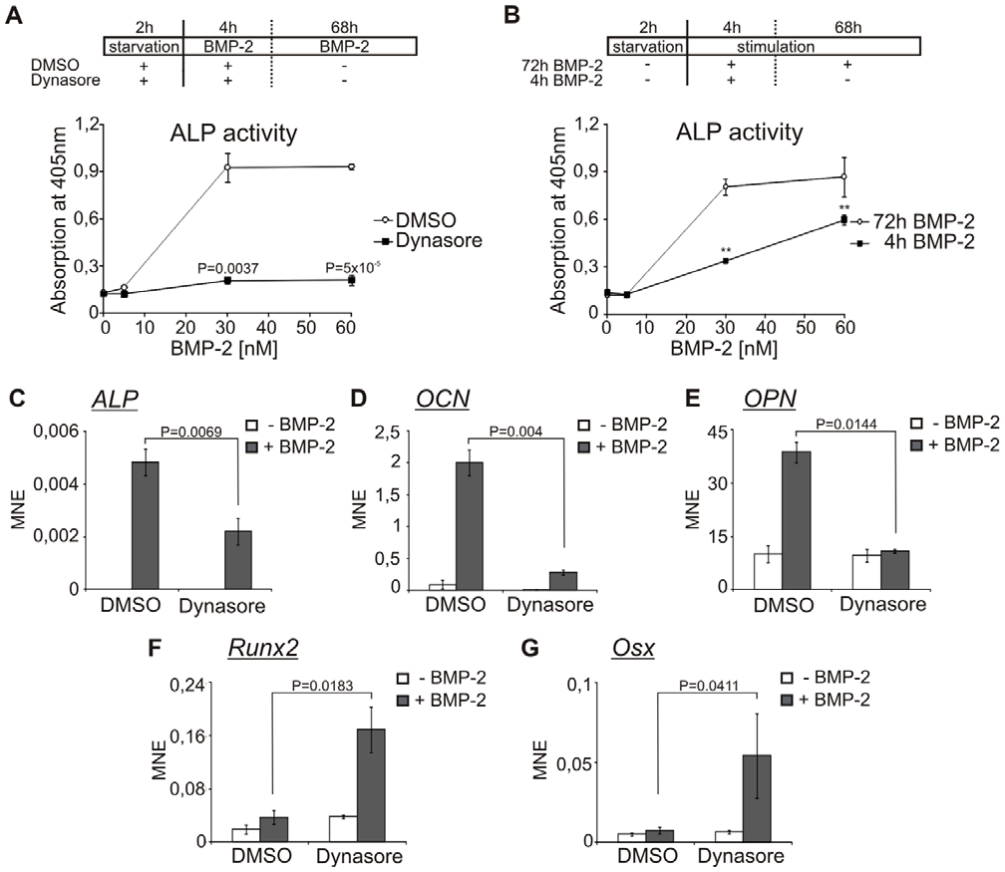
Osteoblast differentiation is arrested by inhibition of dynamin-dependent endocytosis. (**A,B**) Confluent C2C12 cells were serum-starved for 2 h prior to stimulation with the indicated concentrations of BMP-2. After 72 h of stimulation, cells were lysed and ALP activity was measured at 405 nm by conversion of para-nitrophenylphosphate. A schematic representation of the treatment is depicted above the respective histogram. The histograms show mean ± s.d. of triplicate measurements representative of three independent experiments. (**A**) During starvation and initial 4 h of stimulation, 40 µM dynasore or 0.05% DSMO were added. (P-values in relation to control treated samples). (**B**) After 4 h of stimulation, BMP-2-containing medium was replaced by medium without BMP-2. (** P-values in relation to unstimulated samples; 30 nM: P = 0.008, 60 nM: P = 0.0017) (**C–G**) Confluent C2C12 cells were treated as described in (A) with 30 nM BMP-2. Total RNA was isolated, cDNA was synthesized and mRNA expression was analyzed by qPCR using specific mouse primers (Table S1). Histograms show mean normalized expression (MNE) with standard error of duplicate measurements relative to the housekeeping gene *GAPDH*. The results are representative of three independent experiments.

To gain more insight into the effect of inhibition of dynamin-dependent endocytosis in osteoblast differentiation, we performed qPCR analysis for osteoblast markers. Cells were pre-treated with dynasore and subsequently stimulated with BMP-2 for 72 h. During the initial 4 h of BMP-2 stimulation, dynasore was added. The expression analysis of osteoblast markers like *ALP*, *OCN* and *OPN* revealed that dynasore treatment results in down-regulation of these genes (Figure 5C–E). Interestingly, combining BMP-2 with dynasore resulted in higher and sustained expression levels of crucial early markers for osteoblast differentiation like *runt related transcription factor 2* (*Runx2*) and *osterix* (*Osx*) relative to control cells (Figure 5F,G). Taken together, the blockade of dynamin-dependent endocytosis during the initial phase of BMP-2 application resulted in down-regulation of osteoblast markers, thereby attenuating osteoblast differentiation. In contrast, the expression levels of early markers such as *Runx2* and *Osx* were increased by dynasore treatment.

## Discussion

Fine-tuning of signaling events is essential for living cells to regulate proper signal conversion and outcome. Endocytosis and recycling of membrane-associated proteins, including (but not limited to) receptor complexes and other signaling proteins, provides an important mechanism that regulates signal transduction. Moreover, endosomes derived from the plasma membrane can serve as signaling platforms for a number of signal transduction cascades, and certain signaling components are exclusively localized to endosomes [10]. The role of endocytosis in TGFβ signaling has been extensively investigated [25], whereas endocytic regulation of the BMP signaling pathway is less studied. We have previously shown that Smad dependent signaling is initiated *via* PFCs at the plasma membrane and specific transcriptional activation is mediated through clathrin-dependent endocytosis [11].

In this study, we show that dynamin-dependent endocytosis is a prerequisite for a functional BMP-2 induced transcriptional cascade to induce the majority of BMP/Smad target genes. We demonstrate that expression of those genes is differentially affected by inhibition of endocytosis, leading to attenuation of osteoblast differentiation of C2C12 cells.

We took advantage of the dynamin-dependent endocytosis inhibitor dynasore, which specifically interferes with the GTPase activity of dynamin and thereby inhibits pinching off of vesicles from the membrane, inhibiting both clathrin- and caveolae-mediated endocytosis [12].

Previous results from our group already demonstrated that Smad1/5/8 phosphorylation is induced at the plasma membrane as it was not affected by different endocytosis inhibitors when a single time point of 30 min BMP-2 stimulation was analyzed. Progression of the Smad dependent pathway by analysis of the transcriptional activation of the BRE-Luc reportergene was shown to be dependent on clathrin-mediated endocytosis [11]. Here, we expanded these studies using time-dependent assays of Smad phosphorylation. These studies confirmed that phosphorylation of Smad1/5/8 is still induced by BMP-2 when dynamin-dependent endocytosis is inhibited. However, new results from these studies are that dynasore treatment delays the dynamic profile and reduces the levels of pSmad1/5/8 formation (Figure 1C). Moreover, we show that the nuclear translocation dynamics of phosphorylated Smad1/5/8 are disturbed; the process was delayed, and the initial peak after 10 min of BMP-2 stimulation was missing (Figure 2A–C). In line with this finding, we demonstrated a down-regulation of BMP-2 induced activation of BRE-Luc activity in the presence of dynasore (Figure 2D,E).

In TGFβ signaling it was reported that Smad2 phosphorylation is a prerequisite for its detaching from the receptor and subsequent transcriptional activity [26], [27]. Our results suggest that efficient phosphorylation of Smad1/5/8 and downstream signaling is dependent on correct dynamics of vesicle formation and endocytosis. Considering that dynasore inhibits detachment of vesicles but leads to an accumulation of vesicle intermediates which are still connected to the plasma membrane [12], a disturbance of the localization of the receptors and other proteins involved in BMP signal transduction by interference with the endocytic machinery might contribute to the delay and reduction in Smad1/5/8 phosphorylation. However, a direct connection between endocytosis inhibition and altered Smad1/5/8 nuclear translocation dynamics after short treatment with BMP-2 cannot be stated at that point as delayed nuclear translocation might be a consequence of the delayed Smad1/5/8 phosphorylation profile and is not directly linked to altered endocytic processes in the cell. Further experiments on BMP-2 induced Smad1/5/8-BMPRI dissociation in the background of endocytosis inhibition will give more insights in that topic.

The BRE-Luc reportergene construct used in this study is derived from the *Id1* promoter but an artificial construct which was created to efficiently read out Smad1/5/8 dependent signaling [15]. As it does not display the endogenous full length *Id1* promoter, we were interested in the effect of endocytosis inhibition on endogenous BMP-2 induced genes.

To analyze global effects of BMP-2 stimulation under endocytosis inhibition conditions, we performed whole genome expression profiling of C2C12 cells. Our data showed 2214 genes that were significantly detected (detection P-value<0.05) and regulated by a cut-off of 1.4 fold (Figure 3A). 39 genes showed exclusive regulation by Dynasore. 

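Cdc27, a subunit of the anaphase-promoting complex (ILMN_2991534), and Ccng1, a cyclin induced by p53 (ILMN_2702233), were higher in Dynasore than in DMSO. Cdc27 rose by 0.77 (standard error 0.15, adjusted p = 0.0019, or 0.34 with all 8 arrays) and Ccng1 by 0.83 (standard error 0.11, adjusted p = 2.0e-04, or 0.099 with all 8 arrays). They also rose in BMP-2+Dynasore relative to DMSO, by 0.68 and 0.82 (adjusted p = 0.0043 and 2.1e-04, or 0.42 and 0.10 with all 8 arrays). In BMP-2+DMSO relative to DMSO Cdc27 was -0.60, or -0.16 (adjusted p = 0.78) with all 8 arrays. It was 0.28 with BMP-2+DMSO replicate 1 in place of replicate 2, and 0.36 in the authors' values of the 7 arrays without further normalization. That 0.36 is no evidence of a rise, since the signal of Cdc27 on replicate 2 was 266, just above that array's background limit of 258. Ccng1 was 0.57, or 0.34 (adjusted p = 0.49) with all 8 arrays and 0.10 with replicate 1. Of 36 measured genes of the S, G2 and M phases 17 were lower and 6 higher in Dynasore (18 and 6 adjusted over the list alone), and 0 and 0 (7 and 1 at an unadjusted p under 0.05) with all 8 arrays. Plk1 and Cdc20, which act in mitosis, fell by 2.09 (adjusted p = 7.1e-07, or 0.056 with all 8 arrays) and 1.43 (adjusted p = 1.9e-05, or 0.053). Ccne2, a cyclin of the entry into S phase, rose by 1.79 (adjusted p = 2.1e-04, or 0.069), a fitted value, since only 1 of 2 DMSO arrays was above background for it. The camera test of the list gave adjusted p = 0.022, adjusted p = 0.22 with an estimated correlation, and adjusted p = 0.11 with all 8 arrays. Of 19 measured targets of p53 9 were higher and 2 lower in Dynasore (9 and 2 adjusted over the list alone). Among them Mdm2, a ligase that marks p53 for degradation, rose by 2.16 (adjusted p = 2.0e-07, or 0.0050 with all 8 arrays). The list had a camera adjusted p = 0.0017 and adjusted p = 0.13 with an estimated correlation.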

Among those, genes like *cell division cycle 27* (*Cdc27*) and *cyclin G1* (*Ccng1*) have been shown to be involved in cell cycle regulation [28], [29]. Regulation of these genes may be due to the known reversible effects of dynasore on cell growth [12]. 610 genes were commonly regulated by BMP-2+Dynasore or Dynasore. Among those, genes annotated to pathways such as oxidative phosphorylation, or involved in prostate cancer were regulated. 

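Genes of oxidative phosphorylation were lower with dynasore, with and without BMP-2. Ndufb3, a subunit of complex I, fell by 1.26 on the log2 scale in Dynasore (standard error 0.12, adjusted p = 1.8e-05, or 0.024 with all 8 arrays) and by 0.95 in BMP-2+Dynasore (standard error 0.12, adjusted p = 1.1e-04, or 0.051). Uqcr11, a subunit of complex III, fell by 0.87 (adjusted p = 2.6e-05) and 0.68 (adjusted p = 1.3e-04), or with adjusted p = 0.080 and 0.14 with all 8 arrays. Of 66 measured genes of the pathway 30 were lower and 0 higher in Dynasore (30 and 0 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). Of the same genes 27 were lower and 0 higher in BMP-2+Dynasore (27 and 0 adjusted over the list alone, 0 higher unadjusted). Limma called with all 8 arrays 1 lower in Dynasore and 0 in BMP-2+Dynasore (14 and 4 lower at an unadjusted p under 0.05). Their median change was -0.34 in Dynasore and -0.27 in BMP-2+Dynasore. The camera test gave adjusted p = 3.1e-07 and 1.9e-05, and adjusted p = 0.21 and 0.27 with an estimated correlation.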

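Efnb1 (ILMN_2698443), a membrane ligand of Eph receptors, fell by 1.73 on the log2 scale in Dynasore relative to DMSO (standard error 0.18, adjusted p = 3.0e-05, or 0.087 with all 8 arrays) and by 1.21 in BMP-2+Dynasore (standard error 0.18, adjusted p = 3.2e-04, or 0.20). Cebpb (ILMN_2756435), a leucine zipper transcription factor, rose by 1.70 in Dynasore (standard error 0.09, adjusted p = 4.0e-07, or 0.0044) and by 1.66 in BMP-2+Dynasore (standard error 0.09, adjusted p = 4.8e-07, or 0.0044). In BMP-2+DMSO relative to DMSO Efnb1 was 0.66 (adjusted p = 0.019), or 0.11 (adjusted p = 0.87) with all 8 arrays and -0.44 (adjusted p = 0.43) with BMP-2+DMSO replicate 1 in place of replicate 2. Cebpb was 0.57 (adjusted p = 0.0013), or 0.63 (adjusted p = 0.27) with all 8 arrays. BMP-2+Dynasore and Dynasore differed by 0.52 (standard error 0.18, adjusted p = 0.32, or 1.00 with all 8 arrays) for Efnb1 and by -0.04 (standard error 0.09, adjusted p = 0.90, or 1.00 with all 8 arrays) for Cebpb.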

Interestingly, we found genes like *Ephrin B1* (*Efnb1*) or *CAAT/enhancer binding protein beta* (*Cepbp*), which are known to be involved in cell migration, transcriptional regulation and control of osteogenic processes [30], [31].

We found 925 genes induced by BMP-2+DMSO. Those genes were differently affected by addition of dynasore. In this group we identified two classes of genes, which we defined as target genes dependent or independent of endocytosis (Figure 3B,C). The endocytosis dependence of genes in the first class was evident from the negative effect of dynasore on their expression (expression in the BMP-2+Dynasore treatment as compared to BMP-2+DMSO). Among those, we identified the known BMP-2 target genes *Id1*, *Id3*, *Dlx2* and *Hey1*, and genes that could be functionally annotated to Wnt signaling, pathways in cancer or cytokine-cytokine receptor interaction and that have critical roles in osteogenesis. For instance, *mitogen-activated protein kinase kinase kinase 7* (*Map3k7*) was shown to be upstream of p38 and its activation results in promoting Runx2 transcriptional activity and osteoblast differentiation [32]. 

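Several genes of Wnt signaling were lower in BMP-2+Dynasore than in BMP-2+DMSO. Nkd2, an inhibitor of the pathway, was -3.18 (adjusted p = 2.2e-06), or -2.67 (adjusted p = 0.023) with all 8 arrays and -2.17 (adjusted p = 1.8e-04) with BMP-2+DMSO replicate 1 in place of replicate 2. Fzd2, a Wnt receptor, was -3.11 (adjusted p = 1.0e-07), or -3.54 (adjusted p = 0.0049) with all 8 arrays, and it also fell by 3.48 in Dynasore relative to DMSO (adjusted p = 3.8e-08, or 0.0053 with all 8 arrays). Sfrp2, a secreted Wnt antagonist, was -2.87 (adjusted p = 9.9e-07), or -1.88 (adjusted p = 0.15) and -0.89 (adjusted p = 0.011) with replicate 1. The changes of Nkd2 and Sfrp2 are fitted values and no bounds, since for each only 1 of 2 BMP-2+Dynasore arrays was above background. Of 28 measured genes of Wnt signaling 14 were lower and 7 higher (14 and 7 adjusted over the list alone). The counts were 2 and 0 (1 higher at an unadjusted p under 0.05) with all 8 arrays, 8 and 8 with arrays scaled to equal medians, and 11 and 2 with replicate 1. Of 37 measured cytokines and cytokine receptors 19 were lower and 7 higher (19 and 7 adjusted over the list alone). These counts were 2 and 1 with all 8 arrays, 11 and 7 with equal medians, and 12 and 8 with replicate 1. Tnfrsf12a, a receptor of the TNF family, was 3.83 (adjusted p = 1.7e-08), or 1.39 (adjusted p = 0.56) with all 8 arrays and -1.05 (adjusted p = 7.6e-04) with replicate 1. The camera test gave adjusted p = 0.60 for the Wnt list and 0.23 for the cytokine list, and adjusted p = 0.76 and 0.76 with an estimated correlation. In Dynasore relative to DMSO 11 of the Wnt genes were lower and 2 higher (12 and 3 adjusted over the list alone). That comparison had a camera adjusted p = 0.023 and adjusted p = 0.19 with an estimated correlation.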

*Interleukin 11* (*Il11*) was shown to positively influence bone formation and is suggested to enhance BMP action in bone [33]. 

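Map3k7 (ILMN_2707188), the kinase TAK1, was 1.17 (adjusted p = 8.4e-04) on the log2 scale in BMP-2+DMSO relative to DMSO, or 0.38 (adjusted p = 0.65) with all 8 arrays and -0.41 (adjusted p = 0.51) with BMP-2+DMSO replicate 1 in place of replicate 2. Its value in BMP-2+Dynasore relative to BMP-2+DMSO was -0.64, or 0.15 (adjusted p = 0.87) with all 8 arrays and 0.93 with replicate 1. With the 7 arrays scaled to equal medians it was 0.24. Dynasore alone left it at 0.02 (standard error 0.18, adjusted p = 0.96, or 1.00 with all 8 arrays) relative to DMSO, and BMP-2+Dynasore at 0.53 (standard error 0.18, adjusted p = 0.040, or 0.73 with all 8 arrays). Il11 (ILMN_1243862), a cytokine of the interleukin 6 family, was 1.57 (adjusted p = 1.3e-04) in BMP-2+DMSO relative to DMSO, or 0.78 (adjusted p = 0.49) and 0.00 (adjusted p = 1.00). Its value in BMP-2+Dynasore relative to BMP-2+DMSO was -0.67, or 0.11 (adjusted p = 0.91) with all 8 arrays and 0.90 with replicate 1. With the 7 arrays scaled to equal medians it was 0.20. Il11 was also higher in Dynasore than in DMSO, by 0.76 (standard error 0.18, adjusted p = 0.0074, or 0.57 with all 8 arrays), and in BMP-2+Dynasore, by 0.90 (standard error 0.18, adjusted p = 0.0027, or 0.47 with all 8 arrays). For Map3k7 the interaction of BMP-2 and dynasore was -0.65 (adjusted p = 0.073), or 0.92 (adjusted p = 0.22) with replicate 1. Il11 had an interaction of -1.43 (adjusted p = 0.0021), or -0.64 (adjusted p = 0.91) with all 8 arrays and 0.14 (adjusted p = 0.89) with replicate 1.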

The second class displayed genes that are independent of endocytosis, as judged by the finding that their expression was unaffected by dynasore addition during BMP-2 stimulation. Among those genes, we identified the BMP-2 target genes *Id2* and *Dlx3*, as well as the genes *Krt16* and *Zbtb2*. In addition, we detected the *transcription factor zinc finger protein 64* (*Zfp64*), which was described to be downstream of Runx2 and to be involved in osteogenic differentiation [34]. Moreover, we detected among the endocytosis-independent genes the EGF-like ligand *betacellulin* (*Btc*), which influences osteogenesis in MSCs [35].

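Zfp64 (ILMN_2515349) was 1.03 (adjusted p = 1.6e-04) on the log2 scale in BMP-2+DMSO relative to DMSO, or 0.43 (adjusted p = 0.53) with all 8 arrays and -0.17 (adjusted p = 0.80) with BMP-2+DMSO replicate 1 in place of replicate 2. It rose in BMP-2+Dynasore by 0.95 (standard error 0.12, adjusted p = 1.6e-04, or 0.28 with all 8 arrays) and in Dynasore alone by 0.79 (standard error 0.12, adjusted p = 5.5e-04, or 0.39 with all 8 arrays). BMP-2+Dynasore differed from BMP-2+DMSO by -0.08 (adjusted p = 0.65), or 0.52 (adjusted p = 0.46) with all 8 arrays and 1.12 (adjusted p = 4.3e-04) with replicate 1. From Dynasore it differed by 0.16 (standard error 0.12, adjusted p = 0.65, or 1.00 with all 8 arrays). Zfp64 had an interaction of BMP-2 and dynasore of -0.87 (adjusted p = 0.0039), or -0.27 (adjusted p = 0.91) with all 8 arrays and 0.33 (adjusted p = 0.61) with replicate 1.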

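Btc (ILMN_2734097) was 0.55 (adjusted p = 0.045) on the log2 scale in BMP-2+DMSO relative to DMSO, or 0.14 (adjusted p = 0.82) with all 8 arrays, -0.27 (adjusted p = 0.74) with BMP-2+DMSO replicate 1 in place of replicate 2 and -0.26 with arrays scaled to equal medians. It rose in BMP-2+Dynasore by 1.66 (standard error 0.18, adjusted p = 4.4e-05, or 0.069 with all 8 arrays) and in Dynasore alone by 1.17 (standard error 0.18, adjusted p = 5.0e-04, or 0.17 with all 8 arrays). Relative to BMP-2+DMSO it was higher in BMP-2+Dynasore by 1.11 (adjusted p = 0.0012), or 1.52 (adjusted p = 0.084) with all 8 arrays and 1.93 (adjusted p = 1.3e-04) with replicate 1. Relative to Dynasore the change was 0.49 (standard error 0.18, adjusted p = 0.37, or 1.00 with all 8 arrays). Btc had an interaction of -0.06 (adjusted p = 0.87), or 0.35 (adjusted p = 0.91) with all 8 arrays and 0.77 (adjusted p = 0.35) with replicate 1.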

To our knowledge, this is the first report, which shows that BMP-2 induced gene expression is selectively regulated by dynamin-dependent endocytosis; this was achieved by identifying genes whose expression is dependent or independent on endocytic signal transduction. Using qPCR studies, we confirmed those two gene classes, and demonstrated that BMP-2 induced *Id1*, *Id3*, *Dlx2* and *Hey1* gene expression is endocytosis-dependent, whereas *Id2*, *Dlx3*, *Zbtb2* and *Krt16* gene expression is endocytosis-independent (Figure 4A,B). All those genes, except *Krt16* and *Zbtb2*, were identified to be early target genes of BMP signaling and are associated with osteogenic processes [20], [21]. *Hey1* was shown to be a late early target gene of BMP-2 and knockdown of Hey1 in MSCs resulted in inhibition of osteoblast differentiation [21], [36].

Id proteins are antagonists of bHLH transcription factors and are involved in transcriptional regulation. Id1 and Id3 show similar expression patterns during development and double knockout mice die during embryogenesis. Id1 associates with E2A proteins and interferes with the formation of a functional E2A-MyoD heterodimer, negatively influencing myogenesis [16], [37]. In contrast, Luan and colleagues reported that Id2 physically interacts with Runx2, inhibiting its osteogenic differentiation potential by preventing binding of Runx2 to the *OCN* promoter [38]. Those studies underline the opposing roles of Id1 and Id2 in differentiation. Interestingly, we could show that *Id1* expression was dependent on endocytosis whereas *Id2* expression was not (Figure 3, 4A,B). 

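Id1 had a mean log2 signal of 8.21 ± 0.05 (SD, n = 2) in DMSO, 7.44 ± 0.09 (SD, n = 2) in Dynasore and 9.77 ± 0.09 (SD, n = 2) in BMP-2+Dynasore. The means of Id2 were 6.19 ± 0.15 (SD, n = 2), 6.92 ± 0.21 (SD, n = 2) and 8.50 ± 0.08 (SD, n = 2). The BMP-2+DMSO arrays, replicate 1 and replicate 2, had 11.20 and 10.31 for Id1 and 8.55 and 8.34 for Id2. Id1 in BMP-2+Dynasore relative to BMP-2+DMSO was -0.54 (adjusted p = 0.014), or -0.99 (adjusted p = 0.17) with all 8 arrays and -1.43 (adjusted p = 1.1e-04) with replicate 1 in place of replicate 2. Id2 was 0.16 (adjusted p = 0.53), or 0.06 (adjusted p = 0.91) and -0.04 (adjusted p = 0.91). In Dynasore relative to DMSO Id1 fell by 0.77 on the log2 scale (standard error 0.14, adjusted p = 0.0012, or 0.31 with all 8 arrays). The interaction, which sets the response to BMP-2 with dynasore against that with DMSO, was 0.23 (adjusted p = 0.39) for Id1, or -0.22 (adjusted p = 0.92) and -0.67 (adjusted p = 0.22). For Id2 it was -0.57 (adjusted p = 0.11), or -0.67 (adjusted p = 0.91) and -0.77 (adjusted p = 0.32).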

The differential regulation of *Id1* and *Id2* gene expression was also demonstrated in reportergene assays (Figure 4C). These results suggest that the mode and frequency of endocytosis in C2C12 cells might alter their direction of differentiation (osteogenesis *versus* myogenesis) by inducing *Id1 versus Id2* (Figure 6). Both pathways depend on phosphorylated Smad1/5/8; however, the kinetics and site of release from the receptor (endosome or plasma membrane) may determine the fate of activated Smads for further interactions with co-activators or co-repressors, leading to specific recognition of promoter sequences.

**Figure 6:**
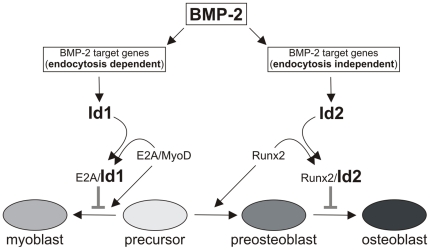
Hypothetical model. Id1 prevents myogenic differentiation by interfering with the transcriptional activity of E2A/MyoD complexes [16]. During early stages of osteoblast differentiation, *Runx2* is expressed. Expression levels of Runx2 need to be tightly controlled during later stages of differentiation, as Runx2 overexpression prevents late osteoblast differentiation [52]. In addition, it was demonstrated that Id2 prevents Runx2 binding to the late osteoblast marker promoter of *OCN* [38]. We suggest that differential gene expression regulation reliant on endocytic signal transduction provides an additional mechanism for the cell to regulate differentiation processes.

Interestingly, *Dlx2* and *Dlx3* are differentially regulated by dynasore treatment, although both belong to the same family of Distal-less homeobox proteins (Figure 3, 4A,B). 

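Dlx2 had a mean log2 signal of 6.26 ± 0.05 (SD, n = 2) in DMSO, 6.92 ± 0.20 (SD, n = 2) in Dynasore and 9.38 ± 0.35 (SD, n = 2) in BMP-2+Dynasore. The means of Dlx3 were 10.58 ± 0.02 (SD, n = 2), 11.70 ± 0.00 (SD, n = 2) and 12.22 ± 0.16 (SD, n = 2). Dlx2 in BMP-2+Dynasore relative to BMP-2+DMSO was -1.36 (adjusted p = 4.6e-04), or -1.05 (adjusted p = 0.16) with all 8 arrays and -0.74 (adjusted p = 0.040) with BMP-2+DMSO replicate 1 in place of replicate 2. Dlx3 was 0.40 (adjusted p = 0.022), or 0.54 (adjusted p = 0.17) and 0.68 (adjusted p = 0.0039). Dynasore alone raised Dlx2 by 0.66 (standard error 0.19, adjusted p = 0.020, or 0.41 with all 8 arrays) relative to DMSO. For Dlx2 the interaction of BMP-2 and dynasore was -2.02 (adjusted p = 4.0e-04), or -1.71 (adjusted p = 0.91) and -1.39 (adjusted p = 0.064). For Dlx3 it was -0.72 (adjusted p = 0.0053), or -0.58 (adjusted p = 0.91) and -0.44 (adjusted p = 0.38).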

SiRNA-mediated knockdown of Dlx3 resulted in down-regulation of *Runx2* gene expression, highlighting a role for Dlx3 in early stages of osteoblast differentiation [39]. In addition, recent publications reported that miR-31 targets both *Dlx3* and *Krt16* along with Fgf10, Sclerostin and BAMBI in hair follicles [22], [40]. These data underline the similarity in gene expression regulation of *Dlx3* and *Krt16* as both are identified in the small class of BMP target genes, which are independent of dynamin-controlled endocytosis (Figure 3, 4B).

The impact of endocytosis on transcription of target genes has been previously demonstrated for insulin signaling. Expression of the target genes *glucokinase* or *c-fos* is specifically initiated by insulin receptor isoform B (IR-B) located at the plasma membrane or in sorting endosomes, respectively [41]. 

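Fos (ILMN_2750515), which encodes the transcription factor c-Fos, was higher than in DMSO in each treatment. In BMP-2+DMSO it was 1.91 (adjusted p = 1.8e-05) on the log2 scale, or 1.09 (adjusted p = 0.49) with all 8 arrays and 0.27 (adjusted p = 0.70) with BMP-2+DMSO replicate 1 in place of replicate 2. It rose by 1.63 (standard error 0.16, adjusted p = 2.7e-05, or 0.17 with all 8 arrays) in BMP-2+Dynasore and by 1.37 (standard error 0.16, adjusted p = 9.4e-05, or 0.26 with all 8 arrays) in Dynasore. BMP-2+Dynasore relative to BMP-2+DMSO was -0.28 (adjusted p = 0.24), or 0.54 (adjusted p = 0.56) with all 8 arrays and 1.36 (adjusted p = 7.3e-04) with replicate 1. Relative to Dynasore it was 0.26 (standard error 0.16, adjusted p = 0.58, or 1.00 with all 8 arrays). The interaction of BMP-2 and dynasore was -1.65 (adjusted p = 5.5e-04), or -0.83 (adjusted p = 0.91) with all 8 arrays and -0.01 (adjusted p = 0.99) with replicate 1. Of 25 measured immediate early genes 11 were higher and 5 lower in Dynasore (11 and 5 adjusted over the list alone). Among them Dusp1, a phosphatase of MAP kinases, rose by 2.54 (adjusted p = 7.6e-08, or 0.0050 with all 8 arrays). The list had a camera adjusted p = 0.013 and adjusted p = 0.28 with an estimated correlation.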

Interestingly *c-fos* is also regulated by BMP-2 *via* the endocytosis-dependent Smad pathway (Figure 3B).

Endocytosis-independent Smad signaling was shown for activin stimulation, where an activin type I receptor mutant impaired in endocytic uptake was still able to induce Smad2 phosphorylation and subsequent transcriptional activation [42]. Activation of the TGFβ mediated Smad2/3 pathway was proposed to include presentation of Smads *via* Smad anchor for receptor activation (SARA), clathrin-mediated endocytosis of activated receptors and release from the receptors in early endosomes [9]. However, there are controversial reports on the necessity of clathrin-mediated endocytosis of phosphorylated Smad2 to induce transcription [43], [44]. Another endosomal protein, endofin, was found to positively influence TGFβ signaling [45], [46].

The association of the TGFβ and BMP receptors with specific adaptor proteins for clathrin-mediated endocytosis might be important to trigger this step in time resolved signal transduction. For the BMP receptor type II (BMPRII), interaction with clathrin adaptor proteins Eps15R and AP2 has been demonstrated [11], [47]. Spatial segregation of Smad signaling as shown here by altered phosphorylation dynamics might be triggered through this initial step of adaptor protein interaction allowing or excluding the receptors to internalize *via* dynamin dependent endocytosis events. However, because dynasore imparts a general blockade of endocytosis, it is possible that the inhibition of signaling by dynasore is due to a requirement for endocytosis or specific intracellular localization of another downstream component in the pathway. In order to resolve both segregated Smad pathways in more detail, specific Smad-interactome studies by concomitant BMP-2 stimulation and endocytosis inhibition would give more insights into the selective regulation.

The physiological importance of our findings is highlighted in osteoblastic differentiation studies. We show that dynasore treatment during the initial 4 h of BMP-2 induced differentiation inhibited ALP activity, which goes hand in hand with the down-regulation of the osteoblast marker genes *ALP*, *OCN* and *OPN* in qPCR analysis (Figure 5A, C–E). Interestingly, the crucial early marker genes *Runx2* and *Osx* [48], [49] were up-regulated (Figure 5F,G). The importance of concise Runx2 expression levels at multiple stages during differentiation processes has been extensively reviewed [50], [51]. In addition to this, Liu and colleagues reported that over-expression of Runx2 inhibited late stages of osteoblast differentiation [52]. The requirement of a confined, spatiotemporal expression pattern as described for Runx2 could also be demonstrated for Osx. The forced expression of Osx in different cell types was incapable of inducing osteoblast differentiation [53], [54]. Our observations suggest that interference with the BMP-2-induced transcriptional cascade by dynasore might lead to the entrapment of cells in an early osteoblast stage, which cannot progress towards late osteoblast differentiation due to disturbed expression of important early osteoblast markers Runx2 and Osx. Our results indicate that negative Runx2 regulators are induced *via* the endocytosis-dependent BMP-2 signaling pathway. The transcription factor E4BP4 and the homeodomain protein Nkx3.2 were already described as negative regulators of Runx2 expression [55], [56]. Id2 inhibits Runx2 activity by physical interaction, which prevents Runx2 binding to the *OCN* promoter [38]. Since we analyzed gene expression on a whole-genome level after 6 h of BMP-2 stimulation, and Runx2 down-regulation is needed during late stages of osteoblast differentiation (24 h [51]), further analysis during the complete differentiation process will help to understand the underlying mechanism and to identify all crucial players.

The importance of the initial stimulation phase in BMP-induced differentiation was described by van Bezooijen and colleagues, who reported that BMPs need to be present for 24 h on pre-osteoblast KS483 cells to induce osteoblast differentiation [57]. In line with this notion, we demonstrated that application of BMP-2 for a minimum of 4 h is sufficient to induce osteoblast differentiation in C2C12 cells (Figure 5B).

In summary, we show here for the first time that BMP/Smad signaling is spatially segregated into the predominant dynamin-dependent endocytosis path and a second pathway, which is endocytosis-independent. These pathways differ in their kinetics and in the regulation of distinct target genes, thus allowing for differential regulation of members within the Id and Dlx family. Functional interference with the dynamin-dependent pathway in the initial phase of osteoblastic differentiation arrests precursor cells, suggesting that the early stages of differentiation are strongly dependent on this route of the Smad pathway. Furthermore, we emphasize that treatment with BMP-2 for a limited time is sufficient to promote the osteoblast differentiation program.

## Materials and Methods

### Cell culture, transfection and materials

C2C12 mouse mesenchymal precursor cells (ATCC) were grown at 37°C with 10% CO_2_ in Dulbecco's Modified Eagle Medium (DMEM) (Biochrom) supplemented with 10% (v/v) Fetal Calf Serum (FCS), 1 mM Glutamine, Penicillin (100 units/ml) and Streptomycin (10 µg/ml) (PAA). Cells were transfected using Lipofectamine 2000 (Invitrogen) according to manufacturer's instructions and assayed 24 h after transfection. The ligand BMP-2 was generously provided by W. Sebald (University of Wuerzburg, Wuerzburg, Germany). Human transferrin labelled with AlexaFluor594 (Invitrogen) was stored light protected at 4°C as a stock solution of 5 mg/ml containing 2 mM sodium azide according to manufacturer's instructions. The endocytosis inhibitor dynasore (Sigma) was aliquoted under argon as a stock solution of 80 mM in DMSO and kept light protected at −80°C [58]. The following antibodies were used: anti-pSmad1/5/8 (#9511, Cell Signaling), anti-GAPDH (#2118, Cell Signaling), anti-Smad1 (sc-7965, Santa Cruz Biotechnology) and anti-Histon H3 (#9715, Cell Signaling).

### Inhibition of dynamin-dependent endocytosis

To inhibit endocytosis in signaling assays, serum starved C2C12 cells were washed with PBS and pre-treated with 40 µM dynasore or 0,05% DMSO as control in DMEM supplemented with 0% FCS, 1 mM Glutamine, Penicillin (100 units/ml) and Streptomycin (10 µg/ml) (serum free medium) for 30 min up to 2 h. During stimulation treatments, dynasore and DMSO were added to the indicated medium if not stated otherwise.

### Transferrin uptake

To assess endocytosis inhibition efficiency of dynasore, C2C12 cells were subjected to transferrin uptake [14]. Cells were grown on glass coverslips and pre-treated with 40 µM dynasore or 0,05% DMSO in serum free medium in parallel with the respective experiment. The uptake experiment was performed by incubating the cells in 30 µg/ml Alexa594-transferrin in Opti-MEM (Invitrogen) including dynasore or DMSO for 15 min at 37°C. Cells were put on 4°C and washed 3 times with ice-cold PBS/10 mM MgCl_2_ before fixation with 4% PFA for 20 min at room temperature. Cells were washed two times with PBS and incubated for 3 min at −20°C with methanol. After 5 washes with PBS, cells were stained with 1 µg/ml Hoechst dye in PBS for 2 min at room temperature and mounted in FluoromountG (Southern Biotech). Cells were imaged with 63-fold magnification with an Axiovert 200 M fluorescence microscope (Zeiss) by using the same exposure time for all slides. Pictures were analyzed using SlideBook Software (Intelligent Imaging Innovations, Inc.) by quantifying the total amount of Alexa594-transferrin accumulated within cell boundaries. Transferrin uptake is represented in arbitrary units (AU) as mean ± s.d. of fluorescence intensity inside of a minimum of 400 cells for each condition.

### Smad phosphorylation assay and Cytosplasmic-Nuclear fractionation assay

C2C12 cells were starved for 22 h in DMEM supplemented with 0,5% FCS, 1 mM Glutamine, Penicillin (100 units/ml) and Streptomycin (10 µg/ml), then washed once with PBS and incubated with serum free medium including 40 µM dynasore or 0,05% DMSO for 2 h. Cells were subsequently stimulated with 10 nM BMP-2 in serum free medium containing dynasore or DMSO for the indicated time periods. To analyze the Smad phosphorylation status, cells were directly lysed in 1× Laemmli-buffer. To analyze the subcellular localization of Smad proteins by fractionation, cells were prepared according to manufacturer's instructions using ProteoJet Cytoplasmic and Nuclear Protein Extraction Kit (Fermentas). Samples were subjected to SDS-PAGE and transferred to nitrocellulose membranes by Western blotting. The membranes were probed with antibodies specific for C-terminal phosphorylated Smad1/5/8 and GAPDH or Histone H3 as loading control or control for fractionation, respectively.

### Immunofluorescence microscopy

To analyze subcellular localization of Smad1 protein by immunofluorescence, C2C12 cells were grown on glass coverslips and starved in serum free medium for 1,5 h. Cells were washed with PBS and pre-treated for 30 min in serum free medium containing 40 µM dynasore or 0,05% DMSO prior to stimulation with 10 nM BMP-2 for 30 min in serum free medium containing dynasore or DMSO. Subsequently, cells were fixed in 4% PFA for 20 min at room temperature and probed with anti-Smad1 antibody and an AlexaFluor594 goat anti mouse antibody (Invitrogen) [59]. Cells were stained with 1 µg/ml Hoechst dye in PBS for 2 min at room temperature and mounted in FluoromountG (Southern Biotech). Cells were analyzed with 63-fold magnification using an Axiovert 200 M fluorescence microscope. Quantification of relative fluorescence in the nucleus was assessed using SlideBook Software (Intelligent Imaging Innovations, Inc.) to determine the ratio of fluorescence intensity of Smad1 localization in the nucleus versus Smad1 localization in the cytoplasm of a minimum of 100 cells. The results are represented in arbitrary units (AU) as mean ± s.d.

### Reportergene Assay

To analyze BMP-2-dependent transcriptional responses, C2C12 cells were transfected with a BMP response element reportergene construct (BRE-Luc) [15], a reporter construct containing the promoter regions of Id1 ((−1575)-(+88), Id1-Luc) [17] or Id2 ((−4516)-(+80), Id2-Luc) [18] together with a constitutively active renilla luciferase (RL-TK) (Promega) as internal control. After 24 h, cells were starved for 3 h in serum free medium, washed with PBS and pre-treated for 1 h in serum free medium containing 40 µM dynasore or 0,05% DMSO prior to stimulation with 3 nM BMP-2 for 6 h or 24 h. During stimulation for 24 h, 0,5% FCS was added to the medium. Cell lysis and luciferase measurements were carried out according to manufacturer's instructions (Dual-Luciferase Reporter Assay System, Promega) and measured using a Mithras LB 940 luminometer (Berthold Detection Systems). The ratio of BMP-2 induced luciferase and renilla luciferase activity is shown as relative luciferase activity (RLA). The results are represented as mean ± s.d. of triplicates.

### Illumina BeadChip hybridization and data analysis

C2C12 cells were starved for 2 h in serum free medium, washed with PBS and pre-treated for 2 h in serum free medium containing 40 µM dynasore or 0,05% DMSO and then stimulated with 30 nM BMP-2 in serum free medium containing dynasore or DMSO for 6 h. Samples were subjected to gene expression analysis as biological duplicates.

Whole genome mRNA expression analysis was performed using MouseRef-8 v2.0 Expression BeadChips (BD-202-0202, Illumina). Total RNA was isolated using NucleoSpin RNA II Isolation Kit (Machery-Nagel) followed by quality assessment using both spectrophotometer (NanoDrop Technologies) and agarose gel electrophoresis. A total of 400 ng RNA was used as input for microarray experiments. Biotin-labelled cRNA was generated, employing a linear amplification kit (Ambion). Subsequently hybridization, washing, Cy3-streptavidin staining and scanning of hybridized chips was performed using Illumina Beadstation 500 platform (Illumina) according to manufacturer's instructions. For gene expression data analysis, raw data were normalized using the rank invariant normalization algorithm included in BeadStudio 3.0 software (Illumina). To assess correlation coefficients, BeadStudio 3.0 software was utilized (Figure S1). For obtaining the list of significant differentially regulated genes, one-way ANOVA was performed using TIGR-MEV software [60], [61]. A gene was considered to be significantly regulated, only if the corresponding P-values for both detection and significance were <0.05. 

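Across all probes the linear intensities of the BMP-2+DMSO duplicates had a Pearson correlation of 0.8352, and those of the duplicates of the other groups 0.982 to 0.997. Abundant transcripts set the replicates of BMP-2+DMSO apart. Vim, an intermediate filament protein, was at least 257-fold lower than in DMSO on replicate 2 (adjusted p = 9.1e-04) and 0.07 (adjusted p = 0.99) on the log2 scale on replicate 1. Sparc, a matrix glycoprotein, was -6.09 (adjusted p = 2.9e-05) on replicate 2 and 0.13 (adjusted p = 0.95) on replicate 1. Of 1871 probes with a signal over 1000 on each of the other 7 arrays, 60 were at background on BMP-2+DMSO replicate 2. The count was 0 when any other array was tested in this way. Those tests required a signal over 1000 on BMP-2+DMSO replicate 2 too. A probe lost on both arrays could thus not be counted, and the 0 does not clear the other arrays. Eef2 was 251 on BMP-2+DMSO replicate 2 and 247 on BMP-2+Dynasore replicate 2, and at least 5175 on every other array. Of 50 probes of ribosomal proteins and housekeeping genes, 8 were more than 4-fold below the lowest of the other arrays on BMP-2+DMSO replicate 2. Gapdh was 0.00 (adjusted p = 0.98) and Hprt 0.08 (adjusted p = 0.60) in BMP-2+DMSO relative to DMSO, and 0.03 (adjusted p = 0.97) and 0.28 (adjusted p = 0.43) with replicate 1 in place of replicate 2. The Spearman correlation of replicate 2 with the other arrays over the tested probes ran from 0.688 to 0.764.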

Since the variation between the replicates of the treatment DMSO+BMP-2 was high (correlation coefficient of 0.8351), only one of the replicates was considered for further analysis. The excluded sample was not considered for the significance test, although the detection P-values and fold change were used for filtrations. A cut-off of >1.4 fold change with respect to DMSO control treatment was set to extract differentially expressed genes in group-wise comparisons. A Venn diagram was generated from these regulated lists employing the VENNY interactive tool (http://bioinfogp.cnb.csic.es/tools/venny/index.html) and heat maps were generated using the TIGR-MEV software [60], [61]. All microarray data presented in this study is MIAME compliant and has been submitted to GEO database (accession number GSE29373). Functional annotation and pathway analysis were done using the DAVID platform version 6.7 with default parameter settings [63], [64]. However, a subset of the regulated genes from each comparison was validated by quantitative real-time PCR (qPCR), to ascertain the reliability of the data. This was performed with cDNA generated from RNA used for whole genome analysis as well as with RNA from two independent experiments.

### qPCR analysis

To analyze mRNA expression after 6 h of BMP-2 stimulation (Figure 4A B), C2C12 cells were treated like described above in microarray analysis. To analyze the effect of inhibition of endocytosis by dynasore on mRNA expression after initiation of osteoblast differentiation (Figure 5C–G), cells were treated as described below for ALP assay. Total RNA was isolated according to manufacturer's instructions using NucleoSpin RNA II Isolation Kit (Machery-Nagel). Complementary DNA (cDNA) was synthesized from 0,5–1,5 µg RNA and used in SYBRGreen qPCR. The amount of investigated transcript was determined relative to the housekeeping genes *hypoxanthine-phosphoribosyltransferase* (*HPRT*) or *glycerinaldehyd-3-phosphat-dehydrogenase* (*GAPDH*). The sequences of mouse specific primers for qPCR analysis are shown in Table S1. All measurements were done in duplicates (StepOnePlus Real-Time PCR System, Applied Biosystems) and C(T) values were determined with StepOne Software (Applied Biosystems). Mean normalized expression (MNE) and the corresponding standard error were calculated according to a previous publication [62].

### Alkaline phosphatase assay

C2C12 cells were seeded at high density to reach confluency after 24 h. Cells were washed with PBS, starved for 2 h in serum free medium and subsequently stimulated with 5 nM, 30 nM and 60 nM BMP-2 in DMEM supplemented with 2% FCS, 1 mM Glutamine, Penicillin (100 units/ml) and Streptomycin (10 µg/ml) for 72 h. To study the effect of endocytosis inhibition on osteoblast differentiation by measuring ALP activity (Figure 5A), 40 µM dynasore or 0,05% DMSO were included during starvation and initial 4 h of stimulation with BMP-2 in serum free medium, then stimulation medium was replaced by medium containing BMP-2 only. To study the importance of the initial phase of BMP-2 stimulation on ALP activity (Figure 5B), BMP-2 in the indicated concentration was only added for 4 h and afterwards the cells were incubated in medium without BMP-2 for additional 68 h. Cells were lysed by incubation for 1 h in 100 µl ALP 1 buffer (0.1 M glycine pH 9.6, 1 mM MgCl_2_, 1 mM ZnCl_2_, 1% v/v NONIDET P-40). After addition of 100 µl ALP 2 buffer (0.1 M glycine pH 9.6,1 mM MgCl_2_,1 mM ZnCl_2_, 2 mg/ml para-nitrophenylphosphate (pNPP) (Roth)) ALP enzymatic activity was measured using a microplate reader (Tecan) at 405 nm. The results are represented as mean ± s.d. of triplicates.

### Statistical analysis

Results are presented as mean ± standard deviation (s.d.) or standard error (s.e.). Statistical significances (P-values) were calculated by two-tailed Student's *t* test. P-values of P<0.05 were considered to indicate statistical significance.

## Supporting Information

Figure S1 **Linear correlation coefficients of biological duplicates subjected to whole genome expression analysis.**
(TIF)

Table S1 **List of mouse primers used for qPCR analysis.**
(DOC)

Table S2 **Complete lists of genes regulated and significantly detected in microarray analysis (** **Figure 3A** **).** Worksheets: 1) genes exclusively regulated by BMP-2+DMSO (254 genes), 2) genes exclusively regulated by BMP-2+Dynasore (30 genes), 3) genes exclusively regulated by Dynasore (39 genes), 4) genes commonly regulated by BMP-2+DMSO or BMP-2+Dynasore (93 genes), 5) genes commonly regulated by BMP-2+DMSO or by Dynasore (71 genes), 6) genes commonly regulated by BMP-2+Dynasore or by Dynasore (610 genes), 7) genes commonly regulated in all treatments (1117 genes). Expression signals relative to DMSO are displayed in log_2_ scale, detection P-values of all treatments are included.
(XLS)

Table S3 **List of BMP-2 induced genes which are dependent on dynamin-dependent endocytosis (** **Figure 3B** **) (483 genes).** Expression signals relative to DMSO are displayed in log_2_ scale, detection P-values of all treatments are included.

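Table S3 gives, for each probe, log2 signals of the 3 treatments relative to DMSO and the detection p-values of the treatments, which in BeadStudio give the share of negative control probes with a signal at least as high. The BMP-2+DMSO column of the table was set beside the intensities of each array over the DMSO mean. Its median absolute difference was 0.0337 on the log2 scale from BMP-2+DMSO replicate 2 (correlation 0.9996 across probes), 1.09 from replicate 1 (correlation 0.474) and 0.421 from the mean of the pair. On replicate 2 the median intensity of the listed probes was 607, and 161 lay below 400.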

(XLSX)

Table S4 **List of BMP-2 induced genes which are independent of dynamin-dependent endocytosis (** **Figure 3C** **) (20 genes).** Expression signals relative to DMSO are displayed in log_2_ scale, detection P-values of all treatments are included.

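Table S4 has the layout of Table S3. Its BMP-2+DMSO column had a median absolute difference of 0.0186 on the log2 scale from replicate 2 over the DMSO mean and of 1.43 from replicate 1. The median intensity of the listed probes on replicate 2 was 366, and 13 of the 20 lay below 400.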

(XLSX)

# Supplementary material for: Spatial Segregation of BMP/Smad Signaling Affects Osteoblast Differentiation in C2C12 Cells
**Source:** PLoS One. 2011 Oct 5;6(10):e25163. doi: 10.1371/journal.pone.0025163
**Supplement:** Table S1 — List of mouse primers used for qPCR analysis.

**Table S2. List of mouse primers used for qPCR analysis.**

| **Gene name** | **forward primer** | **reverse primer** |
| --- | --- | --- |
| **Alkaline phosphatase (ALP)** | 5’-AACCCAGACACAAGCATTCC-3’ | 3’-GAGAGCGAAGGGTCAGTCAG-5 |
| **Distal-less homeobox 2 (Dlx2)** | 5’-AACCACGCACCATCTACTCC-3’ | 3’-CGCTTTTCCACATCTTCTTGA-5’ |
| **Distal-less homeobox 3 (Dlx3)** | 5’-AGTATCTGGCCTTGCCTGAG-3’ | 3’-ACTGTTGTTGGGGCTGTGTT-5’ |
| **Glycerinaldehyd-3-phosphat-dehydrogenase (GAPDH)** | 5’-TGCACCACCAACTGCTTAG-3’ | 3’-GAGGCAGGGATGATGTTC-5’ |
| **Hairy/enhancer-of-split related with YRBW motif 1(Hey1)** | 5’-TGGATCACCTGAAAATGCTG-3’ | 3’-ATGCTCAGATAACGGGCAAC-5’ |
| **Hypoxanthine-phosphoribosyltransferase (HPRT)** | 5’-TGTTGTTGGATATGCCCTTG-3’ | 3’-ACTGGCAACATCAACAGGACT-5’ |
| **Inhibitor of differentiation 1 (Id1)** | 5’-CTTCAGGAGGCAAGAGGAAA-3’ | 3’-CAAACCCTCTACCCACTGGA-5’ |
| **Inhibitor of differentiation 2 (Id2)** | 5’-GGACATCAGCATCCTGTCCTT-3’ | 3’-TCTCCTGGTGAAATGGCTGA-5’ |
| **Inhibitor of differentiation 3 (Id3)** | 5’-AGCTCACTCCGGAACTTGTG-3’ | 3’-TGAAGAGGGCTGGGTTAAGA-5’ |
| **Keratin 16 (Krt16)** | 5’-GCAGATGGCAGAGAAGAACC-3’ | 3’-GCGGTTGCTCTGGATTAGAT-5’ |
| **Osteocalcin (OCN)** | 5’-GCAGGAGGGCAATAAGGTAG-3’ | 3’-CTTTAGGGCAGCACAGGTC-5’ |
| **Osteopontin (OPN)** | 5’-GCTTGGCTTATGGACTGAGG-3’ | 3’-GGGATGACATCGAGGGACT-5’ |
| **Osterix (Osx)** | 5’-CCCTTCTCAAGCACCAATGG-3’ | 3’-GATACGTTTACTGATGGGTGGGA-5’ |
| **Runt-related transcription factor 2 (Runx2)** (detects variant I and II) | 5’-TAAGAAGAGCCAGGCAGGTG-3’ | 3’-GGTTGGGTGCTTACGTGAT-5’ |
| **Zinc finger and BTB domain  containing 2 (Zbtb2)** | 5’-TTGGTTTCCTGTGTGACTGC-3’ | 3’-ACGCATTCACTGGTCTGATG-5’ |

How the deposited data were processed for this re-analysis (not part of the article)

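C2C12 cells in 4 groups, DMSO, BMP-2+DMSO, Dynasore and BMP-2+Dynasore, were measured on Illumina mouse expression BeadChips with 2 biological duplicates per group, 8 arrays in all. The authors scanned the arrays and deposited intensities per probe that they had normalized with the rank invariant algorithm of BeadStudio 3.0, on a linear scale. Some of these intensities lie below 0, so a background had been subtracted before or during that step. A second deposited table holds signals before normalization with detection p-values, but its 16 columns are numbered and neither the labels nor the paper's text says which sample each is, so it was not used, and the detection p-values with it.

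All values were computed in R 4.3.3 with limma 3.58.1. The intensities were corrected with the normexp model with an offset of 16, quantile normalized over the 8 arrays and put on the log2 scale. In place of the detection p a probe was taken as above background on an array when its intensity exceeded the mode of the dim probes plus 1.645 SD, a criterion chosen once the numbered columns had been seen. Of 18138 probes, 10242 were above background on at least 2 of the 8 arrays and were tested, and 6303 were above it on all 8. Gene symbols are those given with the arrays, and 1252 probes had none. The array annotation names no genome build, so no positions are given.

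The groups were fitted together in limma with lmFit and eBayes (trend and robust), which pools the spread over the groups and leaves 3 residual degrees of freedom with 7 arrays, and p-values were adjusted by Benjamini-Hochberg over the tested probes in each comparison. The comparisons were each treatment with DMSO, BMP-2+Dynasore with BMP-2+DMSO and with Dynasore, and the interaction, which is the response to BMP-2 with dynasore minus that with DMSO. The first values come from the 7 arrays of the paper's significance test, identified by the log2 values of Tables S3 and S4. A fit with all 8 arrays and a fit with the other BMP-2+DMSO array stand beside it. The comparisons, tests, gene lists, alternatives and the rule for named genes were set before the data were examined, and the exceptions are named with the alternatives in the closing section. Genes were named when the paper names them, when they were among the 10 largest rises or falls of a comparison past the threshold with arrays that do not overlap, or when they were among up to 4 members of a described list with the largest change. The paper's values of the genes it names had been seen in its tables.

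Of 23 gene lists of pathways, lineages, controls and markers of other cell types, each was tested in each comparison with limma's camera, with a preset correlation of 0.01 and with an estimated one, and adjusted over the lists, and 18 genes stand in more than 1 list. A count "adjusted over the list alone" applies Benjamini-Hochberg to the members of the list only. Where a gene had several probes, a probe of Tables S3 or S4 stood for it in the lists. Where none was listed there, the probe with the highest mean signal did. The probes of those tables had been chosen by the paper on these arrays. Shares on single arrays were set against 10000 random lists matched on mean signal. The Venn counts used the authors' intensities with values below 16 set to 16, the paper's limit of 1.4-fold and the one-way test across the groups that the methods name. The procedure was tested on simulated data in which 200 probes were changed. The simulated spread came from the 7-array fit, to which the lone BMP-2+DMSO array adds nothing. It thus leaves out the difference between the BMP-2+DMSO duplicates. A log2 change of 1 was found for 70.1% of the changed probes in the comparison with a single treated array and for 83.6% and 85.1% in those with duplicates, with 15, 17 and 14 false calls among the 10242 probes. Alternatives changed the arrays used, the background correction, the normalization, the filter, the variance model and the test, added a replicate block, and left out in turn each of the 7 arrays but BMP-2+DMSO replicate 2, the only one of its group among them.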

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

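The tests of scale, of missing BMP-2 (in place of an earlier form, at 72.1%, with probes chosen against the same DMSO arrays) and of other cells for BMP-2+DMSO replicate 2, of LDL uptake for cholesterol synthesis and both tests of the Table S4 probes were chosen only after the result was seen.

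BMP-2+DMSO replicate 2, the array in the paper's significance test, lay far from the other arrays, while with replicate 1, which the paper used for filtrations only, 208 probes were higher with BMP-2 than in DMSO. A shift or stretch of the scale by the normalization keeps the order of probes, but the Spearman correlation of the BMP-2+DMSO duplicates was 0.741, below the lowest of all pairs of the other 7 arrays (0.901), and cells of another kind would keep ribosomal and housekeeping transcripts, of which 8 of 50 probes lay more than 4-fold below every other array. A sample without BMP-2 is argued against by the 67 probes higher in BMP-2+Dynasore than in Dynasore, of which 82.1% lay above the DMSO mean on replicate 2, against at most 79.1% in 10000 random lists matched on mean signal, and narrowly, at 76.4% against at most 75.3%, by 89 such probes chosen without BMP-2+Dynasore replicate 2, whose deviations from its group correlated at 0.50 with those of BMP-2+DMSO replicate 2. Over 135 genes with a pair of probes, the difference between the BMP-2+DMSO arrays (SD 1.81) correlated between the probes of a gene at 0.283 (95% bootstrap interval 0.124 to 0.450), and the change by dynasore at 0.881 (0.814 to 0.927). The low value alone does not mark this array, since other duplicates gave 0.341 (DMSO, SD 0.201) and 0.111 (BMP-2+Dynasore, SD 0.634), and signal lost or gained probe by probe stays a candidate explanation beside biological differences that were not tested.

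Dynasore alone, which the paper does not discuss for this pathway, lowered 15 of 18 genes of cholesterol synthesis. The median change of the list was -1.59 on the log2 scale (quartiles -2.18 and -0.95). Less uptake of LDL through a block of endocytosis would predict a rise, since low sterol turns these genes on. The cells of all groups were, however, in medium without serum as a source of LDL. The fall thus cannot decide on this explanation. Normalization or brightness of the probes as the cause is argued against by random lists matched on mean signal, whose lowest 2.5% began at -0.31, and by medians of -1.73 to -1.48 under the other normalizations. A response of the cells to dynasore may underlie it and stays a hypothesis found and tested on these data.

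The probes of Table S4 were alike in BMP-2+DMSO and BMP-2+Dynasore in the paper, and dynasore alone raised them, with a median of 1.07 over 20 probes. Whether dynasore makes up for a smaller response to BMP-2 cannot be told apart from an equal response, since the median interaction was -0.81 with BMP-2+DMSO replicate 2 and 0.26 with replicate 1. With replicate 1 6 of them were also higher than in DMSO at the threshold. For the list as a whole a rise on replicate 2 alone was left open. In the normalized values 70% lay above the DMSO mean on replicate 1, against 30% to 75% in the middle 95% of matched random lists. In the authors' values, alone among the alternatives run, the share lay above that range, at 80% against 30% to 70%. The probes were chosen as higher than the same DMSO arrays, and replicate 1 entered the paper's filtrations. The matched lists carry neither choice, so this excess cannot decide the question.

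The interaction of BMP-2 and dynasore, which tests whether the response to BMP-2 differs with dynasore, passed the threshold with each single BMP-2+DMSO array for the genes given here and others, and for none with both. It was -4.53 for Sp7 (adjusted p = 2.7e-06, or -3.90, adjusted p = 5.1e-04 with replicate 1 and adjusted p = 0.53 with all 8 arrays), -4.14 for Prelp (adjusted p = 6.9e-07, or -3.42, adjusted p = 2.3e-04 with replicate 1 and adjusted p = 0.53 with all 8 arrays) and -3.60 for Smoc1 (adjusted p = 3.9e-05, or -2.52, adjusted p = 0.016 with replicate 1 and adjusted p = 0.91 with all 8 arrays). It was also -2.91 for Stc2 (adjusted p = 1.9e-05, or -1.82, adjusted p = 0.016 with replicate 1 and adjusted p = 0.91 with all 8 arrays) and -1.04 for Hey1 (adjusted p = 0.0027, or -1.23, adjusted p = 0.030 with replicate 1 and adjusted p = 0.91 with all 8 arrays). Sp7, Smoc1 and Stc2 were not above background on every array of the groups compared, so that their fitted values are no bounds. In Dynasore 30 genes of the stress response and 19 of the response to low oxygen or iron were higher than in DMSO.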

How the results depend on the processing

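The alternatives with BMP-2+DMSO replicate 1 and without BMP-2+Dynasore replicate 2, with a higher background limit and with a 1.4-fold limit on both BMP-2+DMSO arrays were chosen only after the data were seen. The cause was not tested for any of the changes listed here. Of the values of single genes under the alternatives, leaving out single arrays included, 6630 stayed on their side of the threshold (113 of them past it in neither fit and with a changed sign), 512 kept the direction but no longer passed, 112 came to pass with the same direction and 120 turned, 115 that had passed and 5 that came to pass with the opposite sign. Of 27 list tests past the threshold 21 kept direction and call in all 19 settings run for them, among them those of the stress, hypoxia, cholesterol, matrix and muscle lists in Dynasore and BMP-2+Dynasore and of the BMP targets in BMP-2+Dynasore. All of these use the preset correlation, and with an estimated one 0 list tests passed with 7 arrays (20 at an unadjusted p under 0.05 in limma, lowest adjusted p = 0.078) and 9 of 31 with all 8. Of the others, all 8 arrays lost the cell cycle list in Dynasore (adjusted p = 0.11) and the p53 list in BMP-2+Dynasore (adjusted p = 0.051), and the filter for signal on all 8 arrays lost the immediate early list in Dynasore (adjusted p = 0.091). Several alternatives lost the Wnt list and the immediate early list in BMP-2+Dynasore and the oxidative phosphorylation list in BMP-2+Dynasore against Dynasore, with the highest adjusted p = 0.069, 0.23 and 0.16. A replicate block, for numbers that do not pair the arrays, gave 6747 changed probes in BMP-2+DMSO, 3711 in BMP-2+Dynasore, 3602 in Dynasore, 6551 in BMP-2+Dynasore against BMP-2+DMSO, 76 against Dynasore and 5297 in the interaction. A slide block was not run, since no slide is named, and the one-way test gives no value for gene lists. Signal over background limits dim probes, since a fold against a group at background is only a bound, and in simulated data a log2 change of 0.5 was found for 17.9% to 26.9% of changed probes.

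With all 8 arrays the counts of changed probes were 21 in BMP-2+DMSO, 364 in BMP-2+Dynasore, 323 in Dynasore, 368 in BMP-2+Dynasore against BMP-2+DMSO, 2 against Dynasore and 0 in the interaction, where limma found 115 positive and 112 negative at an unadjusted p under 0.05. Of the Table S3 probes 36 were then lower in BMP-2+Dynasore than in BMP-2+DMSO, 99 named gene values passed of 269, and 2 markers of 19. With array weights these were 3 in BMP-2+DMSO, 69 in BMP-2+Dynasore against BMP-2+DMSO, 0 in the interaction in limma, 6 Table S3 probes, 150 named gene values and 11 markers. In both of these settings Map3k7 0.15 and Il11 0.11 turned in BMP-2+Dynasore against BMP-2+DMSO, and the matrix list, not past the threshold with 7 arrays, came to pass as lower there (median -0.24).

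With BMP-2+DMSO replicate 1 in place of replicate 2 the counts were 473 in BMP-2+DMSO, 2965 in BMP-2+Dynasore against BMP-2+DMSO, 110 in the interaction and 158 of the Table S3 probes. In BMP-2+DMSO the log2 changes that turned were Vim 0.069, Tuba1b 0.15, Tuba1a 0.32, H2az1 0.25, Rps2 0.078, Get3 0.068, Etfa 0.49, Cdc27 0.28, Efnb1 -0.44, Map3k7 -0.41, Il11 -0.00051, Zfp64 -0.17, Btc -0.27, Sparc 0.13, Col1a1 0.10, Sfrp2 -0.00049, Tnfrsf12a 0.43, Tgfb1 0.96, Rps7 0.00088, Rps6 0.031, Rpl27 0.0028, Tubb5 -0.034, Pgk1 0.17, Actb 0.087, Eng 0.11 and Smurf2 0.85. In BMP-2+Dynasore against BMP-2+DMSO they were Vim -0.85, Tuba1b -0.80, Etfa -0.48, Rps2 -0.21, H2az1 -0.44, Gnb1 -0.30, Rbm3 -0.15, Map3k7 0.93, Il11 0.90, Zfp64 1.12, Fos 1.36, Tnfrsf12a -1.05 and Tgfb1 -1.92, and in the interaction Vim -0.93, Tuba1b -0.37, H2ac7 -0.12, H2az1 -0.20, Rps2 -0.14, Tuba1a -0.74, Get3 -0.25, Emp3 -0.022, Etfa -0.81, Lag3 0.19, Il11 0.14 and Zfp64 0.33, of which Zfp64 and Fos in the former had not passed with 7 arrays and passed here. Lists that came to pass with the opposite direction were the matrix list as lower in BMP-2+Dynasore against BMP-2+DMSO (median -0.55) and the matrix list and the BMP targets as negative in the interaction (-0.12 and -0.45). When BMP-2+Dynasore replicate 2 was left out as well, the counts were 1011, 3686, 310 and 193, and 166 in BMP-2+Dynasore against Dynasore. The turned values in BMP-2+DMSO were the same, and in BMP-2+Dynasore against BMP-2+DMSO they were Vim -0.21, Tuba1b -0.78, Etfa -0.11, H2az1 -0.36, Gnb1 -0.12, Map3k7 0.95, Il11 0.85, Zfp64 1.02, Fos 1.24, Tnfrsf12a -0.88 and Tgfb1 -1.44, and in the interaction Vim -0.29, Tuba1b -0.35, H2az1 -0.12, Tuba1a -0.53, Get3 -0.10, Etfa -0.44, Lag3 0.20, Efnb1 1.11, Il11 0.091 and Zfp64 0.23, with medians of -0.53, -0.15 and -0.53 for the same lists and -0.19 for the immediate early list in the interaction.

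In the authors' values without further normalization 45 list tests passed in place of 27. Cdc27 0.36, Col1a1 0.095, Pgk1 2.68, Eng 0.84 and Smurf2 0.56 turned in BMP-2+DMSO, as they did under the one-way tests on these values. On BMP-2+DMSO replicate 2 Col1a1, Pgk1, Eng and Smurf2 lay below the background limit of 258, and Cdc27 just above it at 266. With the mode of that background at 242, no rise can be read from these genes. The oxidative phosphorylation list came to pass in BMP-2+DMSO in the authors' values as lower than other probes (median 0.15). With arrays scaled to equal medians Btc -0.26 turned in BMP-2+DMSO, and Map3k7 0.24 and Il11 0.20 in BMP-2+Dynasore against BMP-2+DMSO. The one-way test adjusted over probes gave 3970 probes in BMP-2+DMSO on the authors' values and 4556 on the normalized ones, 4071 and 4579 in BMP-2+Dynasore against BMP-2+DMSO, 906 and 338 against Dynasore, and 3772 in the interaction on the authors' values. Unadjusted it gave 1396 and 437 in BMP-2+Dynasore against Dynasore, where eBayes without trend and robust gave 47.

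When each of the 7 arrays but BMP-2+DMSO replicate 2, the only one of its group among them, was left out in turn, the counts ran from 6117 to 7779 in BMP-2+DMSO, 6558 to 7480 in BMP-2+Dynasore against BMP-2+DMSO, 2622 to 4831 in BMP-2+Dynasore, 2500 to 5049 in Dynasore, 40 to 1674 in BMP-2+Dynasore against Dynasore and 4555 to 6761 in the interaction. Without DMSO replicate 2 the count in BMP-2+Dynasore was 2622, and in Dynasore it was 2543 without DMSO replicate 1, 2534 without Dynasore replicate 1 and 2500 without Dynasore replicate 2. In BMP-2+Dynasore against Dynasore it was 40 and 41 without Dynasore replicate 1 or 2, and 1674 and 164 without BMP-2+Dynasore replicate 1 or 2. The probes regulated at the paper's thresholds numbered 2421 with BMP-2+DMSO replicate 1, 2683 and 2660 without DMSO replicate 1 or 2 and 2643 and 2635 without Dynasore replicate 1 or 2, and 5351 without the one-way test, and ran from 2635 to 3732 when single arrays were left out. The list tests past the threshold ran from 26 to 31, the markers from 14 to 21, the named gene values from 250 to 269 and the Table S3 probes lower in BMP-2+Dynasore than in BMP-2+DMSO from 374 to 413. Of the Table S3 probes 271 lay above the DMSO mean on replicate 1, within 1.5 times of this under each alternative run for it.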

Differences from the paper's values

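The 1.4-fold limit on both BMP-2+DMSO arrays, the alternative that also leaves out BMP-2+Dynasore replicate 2 and the comparison of the columns of Tables S3 and S4 with the deposited intensities were chosen only after the values were seen. In the Venn counts the paper's detection p was replaced by signal above background, and the one-way test used the log2 intensities of the 7 arrays. The methods used the fold change of the other BMP-2+DMSO array for filtrations, and the first counts here do not. Probes regulated in at least 1 treatment numbered 4152 against the paper's 2214, and of the alternatives set before the data were examined only BMP-2+DMSO replicate 1 in place of replicate 2 (2421) and the fits without DMSO replicate 1 (2683) or 2 (2660) or Dynasore replicate 1 (2643) or 2 (2635) came within 1.5 times. A 1.4-fold limit on both BMP-2+DMSO arrays gave 2980, an alternative chosen after seeing the values that drops 418 of the 503 probes that the paper lists in Tables S3 and S4. Probes regulated only by BMP-2+DMSO numbered 1229 against the paper's 254, those shared by BMP-2+DMSO and BMP-2+Dynasore 332 against the paper's 93 and those shared by BMP-2+DMSO and Dynasore 289 against the paper's 71, and no alternative set before the data were examined came within 1.5 times of these. Probes regulated only by BMP-2+Dynasore numbered 63 against the paper's 30, and within 1.5 times without DMSO replicate 1 or 2 or Dynasore replicate 1 or 2, and not under the others. Those regulated only by Dynasore numbered 90 against the paper's 39, and within 1.5 times without those 4 arrays or BMP-2+Dynasore replicate 2, and not under the others. Probes up-regulated by BMP-2+DMSO numbered 2196 against the paper's 925, and the count came within 1.5 times when both replicates had to share a sign (1102) or without DMSO replicate 1 or 2 or Dynasore replicate 1 or 2, and not under the others. The counts shared by BMP-2+Dynasore and Dynasore (598 against the paper's 610) and by all 3 treatments (1551 against the paper's 1117) lay within 1.5 times.

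The paper's log2 values in Tables S3 and S4 lie below the log2 ratios of the deposited intensities, with a median difference of -0.22 in the Dynasore column (quartiles -0.23 and -0.21 over 503 probes), -0.29 in the BMP-2+Dynasore column (-0.36 and -0.20) and -0.03 in the BMP-2+DMSO column (-0.04 and -0.02). The values below come from the normalized intensities. Id1 was 2.11 in BMP-2+DMSO against the paper's 1.902, within the replicate spread in the authors' values, with an offset of 50 and with equal medians, and not under the other alternatives. In BMP-2+Dynasore and Dynasore Id1 was 1.56 and -0.77 against the paper's 1.176 and -1.215, and Id3 was 2.89 and 2.4e-05 against the paper's 2.511 and -0.3245, and no alternative came within the spread. Hey1 was 3.82 and 0.73 against the paper's 3.472 and 0.4533, and Dlx3 1.64 and 1.12 against the paper's 1.184 and 0.7917, again under every alternative. In BMP-2+DMSO Dlx3 was 1.24 against the paper's 1.043, and within the spread with all 8 arrays, with array weights, with replicate 1 in place of replicate 2 with or without BMP-2+Dynasore replicate 2 and in the authors' values, but not under the others. Dlx2 was 4.47, 3.12 and 0.66 in BMP-2+DMSO, BMP-2+Dynasore and Dynasore against the paper's 5.539, 4.052 and 1.289, and Id2 2.15, 2.31 and 0.73 against the paper's 3.673, 3.434 and 1.595, and only the authors' values came within the spread for these 6. Krt16 was 3.11, 3.20 and 1.77 against the paper's 3.838, 3.853 and 2.399, and only the authors' values came within the spread, for the first and the last, and no alternative for BMP-2+Dynasore. Zbtb2 was 1.30 in BMP-2+Dynasore against the paper's 1.084, within the spread with all 8 arrays, with array weights, with an offset of 50 and without DMSO replicate 1, and 0.57 in Dynasore against the paper's 0.4033, within it in these settings, with equal medians and without Dynasore replicate 2, and in neither case under the others. All these values had the sign of the paper's except that of Id3 in Dynasore, which was just above 0.

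The paper states that Cdc27 and Ccng1 were regulated by dynasore only, and here with 7 arrays both were also past the threshold in BMP-2+Dynasore against DMSO, where they were higher, and in BMP-2+DMSO against DMSO, where Cdc27 was lower and Ccng1 higher. The threshold here is the adjusted p and not the paper's 1.4-fold. In the authors' values both lay less than 1.4-fold above DMSO in BMP-2+DMSO. The log2 changes were 0.36 for Cdc27, the opposite sign, and 0.42 for Ccng1. For Cdc27 this is no evidence of a rise, since its signal on BMP-2+DMSO replicate 2 was 266, just above the background limit of 258. In BMP-2+Dynasore both lay more than 1.4-fold above DMSO (0.71 and 0.78). The paper's BMP-2+Dynasore values in Tables S3 and S4 had a median difference of -0.29 from such ratios, so this may not hold on its scale. The threshold below is the adjusted p too. The paper also placed Hey1, Id1, Id3, Dlx2 and Dlx3 by qPCR with independent samples, which is not re-analysed here. It places Hey1 among the genes that dynasore lowers with BMP-2, and the change in BMP-2+Dynasore against BMP-2+DMSO did not pass the threshold with 7 arrays and passed it in the paper's direction with replicate 1, while Id1, Id3 and Dlx2 passed it in that direction with 7 arrays, and the interaction was negative for Hey1. Table S4 is given as independent of endocytosis, and 7 of its 20 probes, Btc and Dlx3 among them, were higher in BMP-2+Dynasore than in BMP-2+DMSO with 7 arrays, while the others did not pass the threshold. Fos did not pass it in that comparison with 7 arrays, and was higher past it with replicate 1. Map3k7 and Il11, which the paper names as lowered by dynasore in the presence of BMP-2, had the paper's direction with 7 arrays and the opposite sign with all 8 and with replicate 1. The sign was also opposite with the 7 arrays scaled to equal medians (0.24 and 0.20).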

Other observations

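The test of iron was chosen only after the result was seen, and the lists and comparisons were set beforehand. Some targets of BMP were still higher with BMP-2 in the presence of dynasore, and the list did not pass with an estimated correlation. Over Dynasore, Smad6, an inhibitor of BMP signaling that BMP induces, rose by 3.23 on the log2 scale in BMP-2+Dynasore (standard error 0.16, adjusted p = 4.5e-06, or 1.00 with all 8 arrays). Without dynasore its signal in the authors' values was 202 and 191 in DMSO and 2170 on BMP-2+DMSO replicate 1. On BMP-2+DMSO replicate 2 it was 262, just above the background limit of 258. Of 20 measured BMP and Smad targets 7 were higher and 0 lower (13 and 0 adjusted over the list alone) in BMP-2+Dynasore than in Dynasore (0 lower at an unadjusted p under 0.05 in limma, camera adjusted p = 4.8e-18, adjusted p = 0.14 with an estimated correlation), and relative to DMSO 13 were higher and 2 lower (14 and 2 adjusted over the list alone), with camera adjusted p = 6.5e-06, adjusted p = 0.12 with an estimated correlation. With all 8 arrays 2 of them were higher than in Dynasore (8 at an unadjusted p under 0.05 in limma). Grem1, a secreted BMP antagonist, rose by 3.11 relative to DMSO (adjusted p = 1.7e-07, or 0.0044 with all 8 arrays), and Tpsab1, a mast cell tryptase, by 6.60 (adjusted p = 6.1e-10, or 0.0044). Most of both rises came with dynasore alone, 2.55 (adjusted p = 7.9e-07, or 0.0085 with all 8 arrays) for Grem1 and 4.54 (adjusted p = 4.2e-09, or 0.016) for Tpsab1, while relative to Dynasore they rose by 0.56 (adjusted p = 0.19, or 1.00 with all 8 arrays) and 2.06 (adjusted p = 1.9e-05, or 1.00). Lrig1, a negative regulator of growth factor receptors, and Sox9, a transcription factor of cartilage, fell by 1.61 and 1.30 relative to Dynasore (adjusted p = 5.0e-04 and 0.0039, or 1.00 and 1.00 with all 8 arrays). In all, 67 probes were higher and 22 lower in BMP-2+Dynasore than in Dynasore with 7 arrays, and 2 and 0 with all 8 (81 and 46 at an unadjusted p under 0.05 in limma). Without BMP-2+Dynasore replicate 1 the total was 1674, and without its replicate 2 164.

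Dynasore also lowered genes of the matrix and of muscle. Of 33 measured genes of the extracellular matrix and adhesion 19 were lower and 5 higher (19 and 5 adjusted over the list alone) in Dynasore than in DMSO (camera adjusted p = 1.9e-04, adjusted p = 0.11 with an estimated correlation), among them Dcn, the proteoglycan decorin, which fell by 1.59 (adjusted p = 4.6e-05, or 0.13 with all 8 arrays), and Thbs1, thrombospondin 1, which fell by 2.63 (adjusted p = 0.017, or 0.26). In BMP-2+Dynasore 22 were lower and 5 higher (23 and 5 adjusted over the list alone), with camera adjusted p = 1.9e-05, adjusted p = 0.089 with an estimated correlation. Of 25 measured genes of the muscle lineage 10 were lower and 2 higher (10 and 2 adjusted over the list alone) in Dynasore (camera adjusted p = 0.0013, adjusted p = 0.15 with an estimated correlation), among them Myod1, a regulator of muscle fate, which fell by 1.75 (adjusted p = 3.8e-05, or 0.47 with all 8 arrays). In BMP-2+Dynasore 13 were lower and 2 higher (13 and 2 adjusted over the list alone), with camera adjusted p = 3.3e-04, adjusted p = 0.12 with an estimated correlation. All 8 arrays gave 2 matrix genes and 0 muscle genes lower in Dynasore (11 and 6 at an unadjusted p under 0.05 in limma). Of 31 measured genes of endocytosis 4 were higher and 4 lower (4 and 4 adjusted over the list alone) in Dynasore (camera adjusted p = 0.64, adjusted p = 0.83 with an estimated correlation). Rab5a, a GTPase of early endosomes, rose by 1.18 (adjusted p = 4.2e-04), and Cav1, the coat protein of caveolae, and Dab2, a clathrin adaptor, fell by 1.76 (adjusted p = 3.1e-06) and 1.24 (adjusted p = 3.3e-05), with adjusted p = 0.33, 0.0085 and 0.047 with all 8 arrays. Of 20 measured BMP receptors and Smads 6 were higher and 5 lower (8 and 6 adjusted over the list alone) in Dynasore (camera adjusted p = 0.57, adjusted p = 0.83 with an estimated correlation). Of 43 measured ribosomal protein genes 0 were higher and 1 lower (0 and 0 adjusted over the list alone) in Dynasore (0 higher at an unadjusted p under 0.05 in limma), and 10 were higher and 18 lower in BMP-2+DMSO (camera adjusted p = 0.12, adjusted p = 0.79 with an estimated correlation). Of 10 housekeeping genes 0 were higher and 2 lower (0 and 2 adjusted over the list alone) in Dynasore (2 higher at an unadjusted p under 0.05). Lists of markers of other cell types, with 3 adipocyte, 5 chondrocyte, 2 endothelial, 4 epithelial and 2 macrophage markers measured, passed the camera test in no comparison with 7 arrays, and the lowest adjusted p = 0.067 was that of the adipocyte markers in BMP-2+Dynasore against Dynasore (adjusted p = 0.56 with an estimated correlation).

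Dynasore raised genes of the response to low oxygen or iron, and a lack of iron in the cell, with less uptake of transferrin, may contribute to it. Tfrc, the transferrin receptor, whose mRNA is stabilized when iron is low, rose by 1.16 in Dynasore relative to DMSO (standard error 0.18, adjusted p = 0.0014, or 0.053 with all 8 arrays). Less iron cannot be told apart from another trigger of the oxygen response, since Tfrc also rises with that response and is itself a member of the list. The cells of all groups were also in serum free medium, for which the paper states no source of transferrin.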
